# Hepatocyte cannabinoid 1 receptor nullification alleviates toxin-induced liver damage via NF-κB signaling

**DOI:** 10.1038/s41419-020-03261-8

**Published:** 2020-12-09

**Authors:** Yoo Kim, Sudeep Gautam, Kanikkai Raja Aseer, Jaekwan Kim, Prabha Chandrasekaran, Caio Henrique Mazucanti, Paritosh Ghosh, Jennifer F. O’Connell, Máire E. Doyle, Ashley Appleton, Elin Lehrmann, Qing-Rong Liu, Josephine M. Egan

**Keywords:** Autoimmune hepatitis, Acute inflammation

## Abstract

Cannabinoid 1 receptor (CB1R) expression is upregulated in the liver with viral hepatitis, cirrhosis, and both alcoholic and non-alcoholic fatty liver disease (FLD), whereas its expression is muted under usual physiological conditions. Inhibiting CB1R has been shown to be beneficial in preserving hepatic function in FLD but it is unclear if inhibiting CB1R during an inflammatory response to an acute hepatic injury, such as toxin-induced injury, would also be beneficial. We found that intrinsic CB1R in hepatocytes regulated liver inflammation-related gene transcription. We tested if nullification of hepatocyte-specific CB1R (hCNR1^−/−^) in mice protects against concanavalin A (Con A)-induced liver injury. We looked for evidence of liver damage and markers of inflammation in response to Con A by measuring liver enzyme levels and proinflammatory cytokines (e.g., TNF-α, IL-1β, IL-6, IL-17) in serum collected from hCNR1^−/−^ and control mice. We observed a shift to the right in the dose-response curve for liver injury and inflammation in hCNR1^−/−^ mice. We also found less inflammatory cell infiltration and focal necrosis in livers of hCNR1^−/−^ mice compared to controls, resulting from downregulated apoptotic markers. This anti-apoptotic mechanism results from increased activation of nuclear factor kappa B (NF-κB), especially cAMP-dependent cannabinoid signaling and membrane-bound TNF-α, via downregulated TNF-α receptor 2 (TNFR2) transcription levels. Collectively, these findings provide insight into involvement of CB1R in the pathogenesis of acute liver injury.

## Introduction

Inflammatory liver diseases, an increasing health problem worldwide, are caused by diverse agents such as toxins, viruses, various drugs and alcohol ingestion, fatty liver disease (FLD), and immune dysfunction^1^. The first insult leads to hepatocyte injury that is reflected in increased circulating levels of liver enzymes, and, if left unchecked, progressive liver inflammation, hepatocyte apoptosis, necrosis, and fibrosis ultimately results in cirrhosis and liver failure. Concanavalin A (Con A), a Canavalia extract and a plant lectin (carbohydrate-binding protein), has direct hepatotoxic effects^2^. Injecting mice with Con A lead to acute liver injury and the resultant appearance of increased levels of liver enzymes in the circulation as early as 12 h post injection. Liver infiltration with inflammatory lymphocytes, primarily natural killer T (NKT) cells and CD4+ lymphocytes occurs, triggering the secretion of several cytokines, chemokines, and inflammatory mediators^3,4^.

The endocannabinoid system (ECS) consists of two ligands, anandamide and 2-arachidonoylglycerol (2-AG), both of which are lipid mediators, and two endocannabinoid (EC) receptors, cannabinoid 1 (CB1R) and cannabinoid 2 (CB2R): both receptor types are G*i*-protein coupled (GPCRs). The central nervous system (CNS) has the highest expression of CB1R but it is also present in peripheral organs, whereas CB2R is predominantly expressed in immune cells^5,6^. While the expression levels of EC receptors are low in the liver under normal physiological conditions, marked increases in their levels occur upon injury and disease^7,8^. Functional studies indicate opposing effects of CB1R and CB2R in the liver. For example, chronic CB1R activation can result in pro-fibrogenic changes, whereas CB2R activation is anti-fibrogenic^7,9^. Hepatic CB1R, when activated, is reported to play a major detrimental role in the pathogenesis of alcoholic and non-alcoholic FLD^10^. Therefore, pharmacological or genetic inhibition of CB1R, but not CB2R, has been proposed to be a therapeutic strategy to treat liver pathology due to alcohol- and high fat diet-induced FLD^11^.

We, and others, have reported the presence and outlined some physiological actions of CB1R in murine and human hepatocytes, as well as in beta cells in islets of Langerhans^12,13^. A CB1R antagonist, SR141716A, was found to be hepatoprotective with respect to Con A injury^14^, while, in contrast, exogenous and endogenous cannabinoids have been shown to attenuate experimental autoimmune hepatitis^15^. To definitively investigate the involvement of hepatic CB1 receptors in toxin-induced liver damage, we used hepatocyte-specific CB1R-null mice (hCNR1^−/−^) and studied their response to a Con A insult. Our findings show that lack of CB1R exerts a hepatoprotective effect and raises the possibility of using CB1R-specific antagonists or inverse agonists to mitigate against hepatitis during acute toxin injury. We have already reported that human hepatocytes and β-cells contain a specific isoform of CB1R^13^, thus adding a potential for liver specificity of CB1R antagonistic actions in humans.

## Results

### Hepatic Cnr1 gene regulates innate liver damage-related gene profiles

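*Cnr1* has 1 probe on the arrays of isolated hepatocytes from the 2 genotypes, hCNR1+/+ and hCNR1-/-. The probe was well above background on 0 of 4 hCNR1+/+ arrays and 0 of 4 hCNR1-/- arrays, so no fold change is given for *Cnr1* from these arrays. The genotype of each array was therefore taken from its label alone. The paper gives *Cnr1* expression in isolated hepatocytes of both genotypes in Fig. 1A. Its Methods describe PCR with preamplification to reach the low hepatocyte transcript, so the dim array probe does not bear on the knockout.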

To investigate the effect of hepatic CB1R on liver damage, we generated hepatocyte-specific *Cnr1* gene knockout mice (Fig. 1A). We profiled global mRNA expression of isolated hepatocytes (devoid of inflammatory cells) from hCNR1^+/+^ and hCNR1^−/−^ mice. 

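Hepatocyte RNA of 4 hCNR1+/+ and 4 hCNR1-/- male mice was labelled with the dye Cy3 and hybridised to 1-colour Agilent mouse arrays, 1 array per mouse. The sample labels give an age of 12 to 14 weeks. The legend of Fig. 1 gives n = 3 per genotype, and the text of the paper does not name the mice, so all 8 arrays were used. All arrays lay on 1 slide, the hCNR1+/+ arrays in row 1 and the hCNR1-/- arrays in row 2, so slide row and genotype cannot be told apart. Replicates 1 to 4 of both genotypes lay in columns 1 to 4. The authors deposited the intensity of each spot after background correction by the Feature Extraction software, not scaled between arrays. The 75th percentile of this intensity over non-control spots was 133, 139, 110 and 62.0 in hCNR1+/+ replicates 1 to 4 and 124, 79.4, 94.1 and 29.3 in hCNR1-/- replicates 1 to 4. The share of non-control spots well above background was 42.3%, 35.2%, 38.7% and 35.0% in hCNR1+/+ and 39.3%, 35.1%, 37.7% and 28.6% in hCNR1-/- replicates. No spot was saturated. The number of arrays limits the precision of each value.
The intensities were taken to log2, and the 75th percentile of each array was subtracted. Of 55681 distinct probes, 28331 were named through their accession, giving 21368 genes. The 11072 genes with a probe well above background on at least 4 of the 8 arrays were tested with limma, using the brightest probe of each gene. Among the steps that could change the numbers are scaling between arrays, the filter on dim probes, the choice of probe and the weight given to each array.
Lists of marker genes of liver cell types were fixed before the data were examined. All 21 measured hepatocyte markers were well above background on every array, and their mean log2 signal relative to the 75th percentile was 8.47 ± 0.30 (SD, n = 4) in hCNR1+/+ and 8.55 ± 0.24 (SD, n = 4) in hCNR1-/- preparations. Of 17 Kupffer cell markers 14 were measured, with a mean of 1.36 ± 0.47 (SD, n = 4) in hCNR1+/+ and 0.49 ± 0.40 (SD, n = 4) in hCNR1-/- preparations. Of 17 lymphocyte markers 4 were measured, and of 12 neutrophil markers 2.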

Comparison of CB1R null vs. control hepatocyte transcriptomes showed 1423 downregulated and 72 upregulated genes (fold-change >2, *p* < 0.05) (Fig. 1B). 

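At a fold change above 2 and an unadjusted p below 0.05, limma called 415 genes lower and 529 genes higher in hCNR1-/- than in hCNR1+/+ hepatocytes, out of 11072 tested, so that 44.0% of the called genes were lower. At a Benjamini-Hochberg adjusted p below 0.05, 144 genes were lower and 325 higher. The scaling between arrays moved the balance most. Without scaling, 630 genes were lower and 87 higher, with 87.9% lower, and the median log2 fold change over all tested genes was −0.47, against 0.08 with scaling. The sign of the unscaled median rested on 1 array. Without hCNR1-/- replicate 4 it was 0.05, with 429 lower and 316 higher genes. With any other single array left out it ran from −0.76 to −0.36. Quantile normalization gave 445 lower and 459 higher genes. With the main scaling and 1 array left out at a time, 329 to 478 genes were lower and 464 to 616 higher. At the adjusted threshold the counts rested on single arrays, with 25 lower and 13 higher without hCNR1+/+ replicate 3, and 323 lower and 1121 higher without hCNR1-/- replicate 4, the dimmest array.

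**Figure D1:**
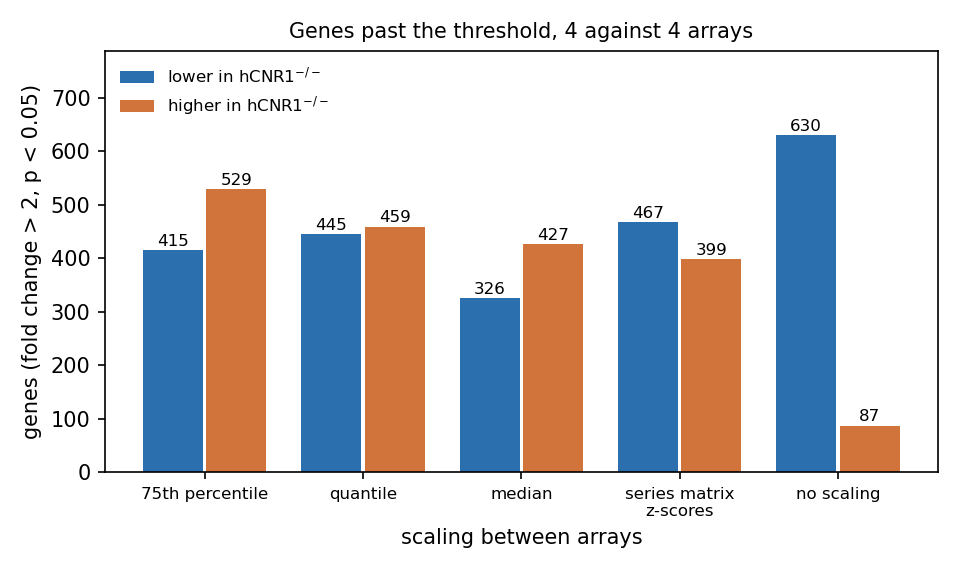
Number of genes past a fold change above 2 and p below 0.05 (vertical axis, counts) under 5 ways of scaling the 8 arrays (horizontal axis), lower in hCNR1-/- in blue and higher in orange. There are 415 lower and 529 higher genes with the 75th percentile, and 630 lower and 87 higher without scaling.

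Among genes at an adjusted p below 0.05, well above background on all 8 arrays and without overlap between the groups, the 5 largest falls were *Lce1d*, *Lncpint*, *Neat1*, *Slc16a3* and *Vamp5*, with log2 fold changes from −4.02 to −3.02. *Neat1* had a log2 signal of 5.13 ± 1.20 (SD, n = 4) in hCNR1+/+ and 1.79 ± 0.55 (SD, n = 4) in hCNR1-/- hepatocytes (log2 fold change −3.34, standard error 0.55, adjusted p = 0.0188 from limma). The 5 largest rises were *Larp4*, *Smarca5*, *Pum2*, *Septin7* and *Hsp90aa1*, with log2 fold changes from 2.63 to 2.89. All 5 were higher in hCNR1+/+ replicates 1 and 2 than in replicates 3 and 4, so their rises need not be independent of each other. *Hsp90aa1* rose from 2.12 ± 0.86 (SD, n = 4) to 4.76 ± 0.39 (SD, n = 4), a log2 fold change of 2.63 (standard error 0.41, adjusted p = 0.0165 from limma).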

We employed analysis of Gene Ontology (GO) based on differentially expressed genes. As expected, we found *Cnr1* gene was highly involved in liver hepatitis and inflammation in hepatocytes (Fig. 1C, D). 

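The gene lists behind the Gene Ontology terms were not analysed here, and the genes labelled in Fig. 1D were looked up. Of the 21 genes drawn as lower in hCNR1-/- hepatocytes, 18 were among the tested genes and 17 of these were lower. Of the 20 drawn as higher, 19 were tested and 18 were higher. In the direction of the figure, 19 of these genes had an unadjusted p below 0.05, 11 of them with a fold change above 2, and 8 had an adjusted p below 0.05 in limma. *Adipoq*, *Pnpla3* and *Pik3cd*, all drawn as lower, were not well above background on enough arrays to be tested. *Irs1*, drawn as higher, had a log2 fold change of 1.24.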

In hCNR1^−/−^ hepatocytes, 63 out of 95 genes involved in inflammation were downregulated. Further, of 231 genes whose alterations have been implicated in multiple liver diseases such as hepatitis, FLDs, and polycystic liver diseases, 132 genes (57%) were downregulated in hCNR^−/−^ mice (Fig. 1D, E). Also, the genes controlled by inflammatory cytokines such as interleukin 1 receptor 1 (*Il1r1*), interleukin 1β (*Il1b*), interleukin 6 (*Il6*), and tumor necrosis factor (*Tnf*) were substantially downregulated (Fig. 1F). Collectively, ablation of *Cnr1* gene in hepatocytes is characterized by reduced inflammatory and liver injury-associated genes in the resting state, suggesting a role for CB1R, not only under duress, but also under steady-state conditions.

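Of the 9 genes labelled in the heat map of Fig. 1E, 7 were tested, and all 7 were lower in hCNR1-/- hepatocytes, 5 of them with an unadjusted p below 0.05 and 2 with an adjusted p below 0.05 in limma. *H2-Q4* had a log2 fold change of −1.98 (standard error 0.20, adjusted p = 0.00485 from limma). *Cxcl10* had a log2 fold change of −1.73 (standard error 0.62, adjusted p = 0.145 from limma). *Havcr1* was not well above background on any array, and *Nr0b2* on 1 array only.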

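*Il1r1* has 1 probe, which was well above background on 4 of 4 hCNR1+/+ and 3 of 4 hCNR1-/- arrays. Its log2 signal relative to the 75th percentile was 2.02 ± 1.07 (SD, n = 4) in hCNR1+/+ and 0.04 ± 1.06 (SD, n = 4) in hCNR1-/- hepatocytes, a log2 fold change of −1.98 (standard error 0.62, adjusted p = 0.106 over all tested genes from limma). The p adjusted over the list alone, the 5 tested genes of the 12 named in the text, was 0.0263 (limma, adjusted p). The paper named *Il1r1* as lower from these same arrays, so this smaller adjustment is not independent support. One hCNR1-/- array lay within the range of the hCNR1+/+ arrays (exact two-sided permutation test, p = 0.0571). With 1 array left out at a time, the log2 fold change stayed between −2.43 and −1.47. The probes of *Il1b* and *Tnf* were not well above background on any of the 8 arrays, and the probe of *Il6* was on 1 hCNR1+/+ and 1 hCNR1-/- array, so no fold change is given for these 3 genes. Of the 11 genes labelled in Fig. 1F, 6 were tested and 5 of them were lower in hCNR1-/- hepatocytes. Of these 5, 4 had an unadjusted p below 0.05 and 0 an adjusted p below 0.05 in limma. *Fcer1g* had a log2 fold change of −1.27 (standard error 0.39, adjusted p = 0.0976 from limma), and *Il18* one of −1.25 (standard error 0.30, adjusted p = 0.0516 from limma).

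**Figure D2:**
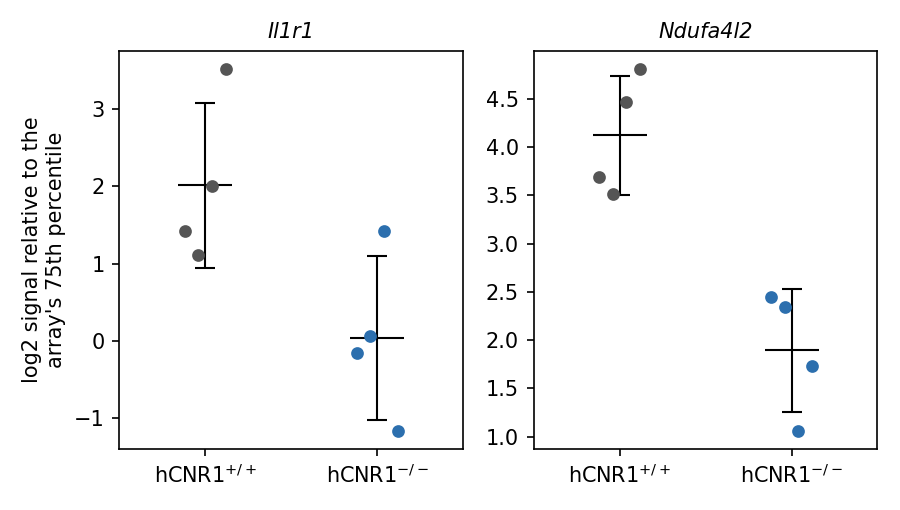
Log2 signal of *Il1r1* and *Ndufa4l2* relative to the 75th percentile of each array (vertical axes, which do not start at 0) in 4 hCNR1+/+ and 4 hCNR1-/- mice. Points are mice, horizontal lines are means and error bars are SDs. The *Ndufa4l2* values of the 2 genotypes do not overlap, and 1 hCNR1-/- value of *Il1r1* lies within the hCNR1+/+ range.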

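Over the 4 panels that label single genes (Figs. 1D, 1E, 1F and 4B), 75 genes are named, of which 57 were tested. Of the 32 tested genes drawn as lower in hCNR1-/- hepatocytes, 30 were lower, and of the 25 drawn as higher, 24 were higher. In the drawn direction, 31 had an unadjusted p below 0.05 and 12 an adjusted p below 0.05 in limma. From the lower expression of inflammatory and liver injury-associated genes in hCNR1-/- hepatocytes of mice that were not treated, the paper proposes that CB1R has a role under steady-state conditions. In the same arrays, 13 of 14 measured Kupffer cell markers were lower in hCNR1-/- preparations, with a median log2 fold change of −0.75. Less Kupffer cell RNA in these preparations is therefore not excluded as a source of the lower inflammatory genes.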

**Fig. 1:**
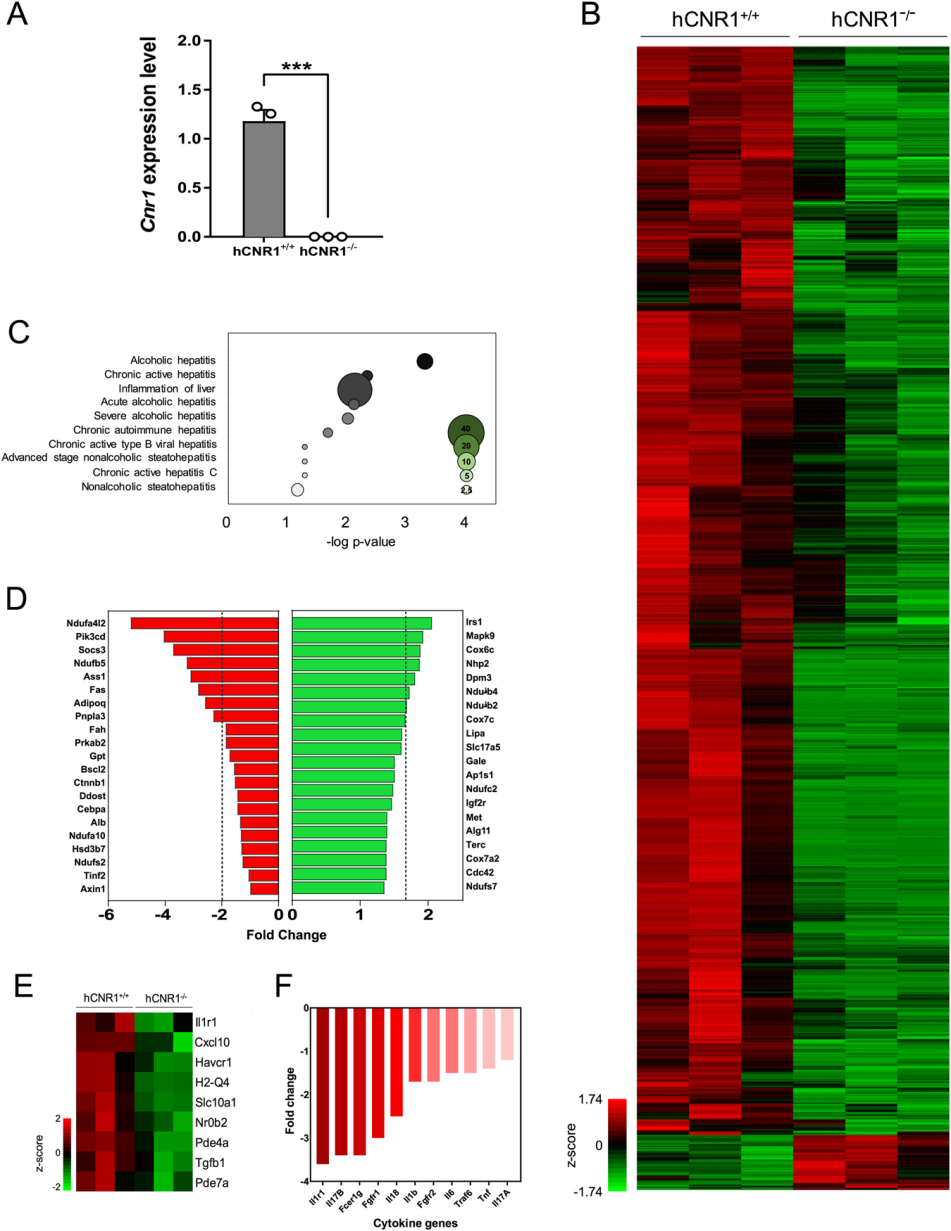
Hepatic Cnr1 regulates liver disease-associated genes. Gene expression using RNA extracted from isolated hepatocytes of hCNR1^+/+^ and hCNR1^−/−^ mice (*n* = 3). **A** CB1R mRNA (*Cnr1*) expression in hepatocytes isolated from hCNR1^+/+^ and hCNR1^−/−^ mice. **B** Heat map of genome-wide expression changes by normalized *z*-score between −1.74 and 1.74. **C** Gene ontology (GO) analysis on liver disease-related genes based on genome-wide expression changes by normalized *z*-score between −1.74 and 1.74 depicted in **B**. Bubble sizes depict number of genes associated with hepatitis category. **D** Fold change of genes that are inflammation associated in hCNR^−/−^ mice compared to hCNR^+/+^ mice. **E** Fold change of genes that are liver-disease associated in hCNR^−/−^ mice compared to hCNR1^+/+^ mice. Heat map showing *z*-score (−2.0 and 2.0) of the nine identified present in the GO pathway associated with liver damage inflammation. **F** Fold change of inflammatory cytokines and growth factors in hCNR^−/−^ mice compared to hCNR1^+/+^ mice.

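Besides the intensities, the authors deposited 1 score per spot and array. Each score lay within 0.005 of the z-score of that array's log intensity over all spots, control spots included. The z-score sets the mean and the SD of each array equal, so it takes out differences in brightness between arrays. Multiplied by the mean SD of the log2 intensities, 3.46, and tested as the intensities were, the z-scores gave 467 genes lower and 399 higher in hCNR1-/- hepatocytes at a fold change above 2 and an unadjusted p below 0.05.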

### Deletion of hepatocyte CB1R ameliorates liver damage via anti-apoptotic signaling

To understand if hepatic CB1R has any role during liver injury, we injected hCNR1^+/+^ and hCNR1^−/−^ mice with PBS or Con A. Con A induced an obvious increase of hepatic *Cnr1* mRNA expression levels in the hCNR1^+/+^ mice (Fig. 2a). On the other hand, *Cnr2* mRNA expression levels were not different between the two groups under basal conditions, or with Con A treatment (Fig. S1A, B). In accordance with the in vivo data, freshly isolated hepatocytes from hCNR^−/−^ mice were significantly less sensitive to Con A treatment compared to WT hepatocytes (IC_50_: 133.8 + 7.6 vs. 67.75 + 2.5 µg/mL, respectively; Fig. S2A), indicating their inherent resistance of hepatocytes to Con A treatment.

**Fig. 2:**
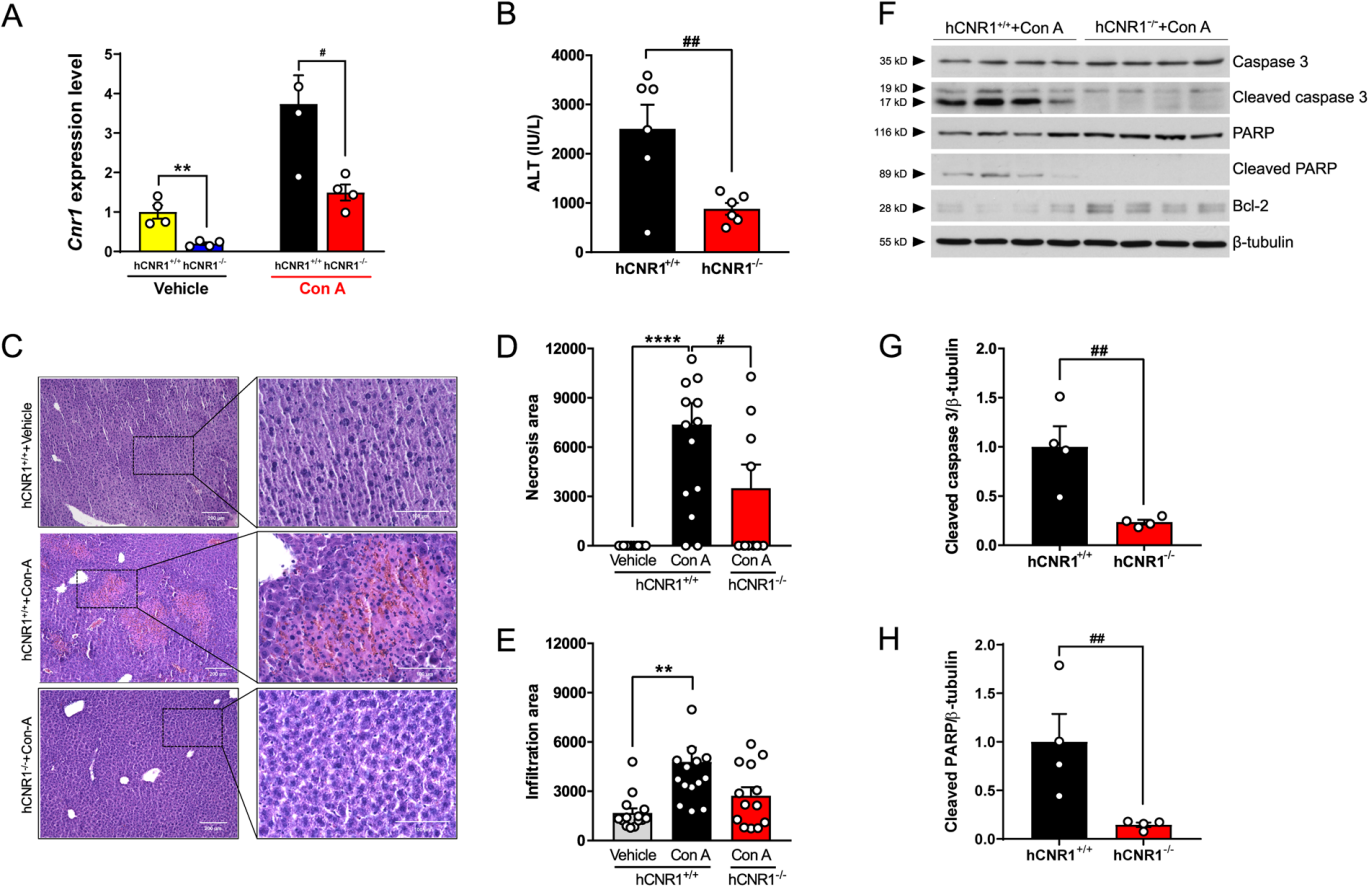
Nullification of hepatic CB1R ameliorates liver damage via anti-apoptotic signaling. **A** *Cnr1* in liver from hCNR1^+/+^ and hCNR1^−/−^ mice with or without Con A (5 mg/kg) injection (*n* = 4–5) for 12 h. **B** Plasma alanine aminotransferase (ALT) levels (IU/L) in Con A-administered hCNR1^+/+^ and hCNR1^−/−^ mice (*n* = 6 per each group). **C**–**E** H&E staining (×10 (left, scale bars, 200 μm) and ×40 (right, scale bars, 100 μm) magnifications) and quantifications of the percentage of the average area of inflammatory cells inflammation (**D**) and hepatocyte necrosis (**E**) after 5 mg/kg of Con A administration for 12 h. **F** Protein expression levels in liver tissue lysates post-injection of 5 mg/kg of Con A administration for 12 h (*n* = 4) and quantification for cleaved caspase 3 (**G**) and poly (ADP-ribose) polymerase (PARP) (**H**). Values were normalized to β-tubulin. Results were expressed as mean ± S.E.M. (*p ≤ 0.05, **p ≤ 0.01, ****p ≤ 0.0001 compared to Control; ^#^*p* ≤ 0.05, ^##^*p* ≤ 0.01, ^###^*p* ≤ 0.001 compared to hCNR1^+/+^+Con A).

Next, we determined the effective duration and concentration of intravenous Con A for induction of hepatitis in hCNR1^+/+^ and hCNR1^−/−^ mice (Fig. S2B, C). Con A (5 mg/kg) induced liver injury in hCNR1^+/+^ mice, based on serum alanine aminotransferase (ALT) levels, as early as 3 h after administration with maximum effect at 12 h. In contrast, ALT levels in hCNR1^−/−^ mice were normal until 12 h post administration, then there was a slight elevation that had returned to normal by 24 h (Fig. 2B and S2B). Histological analysis of liver confirmed that hCNR1^−/−^ mice had less inflammatory cell infiltration and liver necrosis (Fig. 2C–E). Notably, scattered focal necrosis was significantly less in hCNR1^−/−^ compared to hCNR1^+/+^ mice (Fig. 2C, E). To investigate whether necrosis was the result of apoptosis, we checked the liver tissue lysates post-injection of Con A (5 mg/kg) for 12 h for apoptosis markers. The levels of cleaved caspase 3, the active form of caspase 3, were significantly higher in hCNR1^+/+^ mice compared to hCNR1^−/−^ mice (Fig. 2F, G). Furthermore, the levels of poly (ADP-ribose) polymerase (PARP), a downstream substrate of caspase 3, was also markedly higher in hCNR1^+/+^ mice (Fig. 2F, H). In contrast, Bcl-2, an anti-apoptotic protein in the intrinsic pathway, was increased in hCNR1^−/−^ compared to hCNR1^+/+^ mice (Fig. 2F), strongly supporting the notion that the deficiency of hepatic CB1R protects against programmed cell death caused by an extrinsic causative factor such as Con A.

### Con A-induced inflammation was suppressed in hCNR1^−/−^ mice

Con A-induced liver injury is accompanied by increasing serum levels of proinflammatory cytokines such as interleukin (IL)-6, IL-1β, IL-17, interferon γ (IFN-γ), and tumor necrosis factor α (TNF-α) that lead to induction of hepatic apoptosis^2^. We therefore measured serum levels of these cytokines in Con A-treated mice and we found that all cytokines except for IFN-γ were significantly lower in hCNR1^−/−^ mice (Fig. 3A). The transcription factor nuclear factor kappa B (NF-κB) protects against cytokine-induced apoptosis^16^. Mice lacking p65 subunit of NF-κB suffer from mid-embryonic lethality due to massive liver apoptosis involving TNF-α, suggesting a pivotal role for p65 in protection against TNF-α-induced apoptosis^17^. Thus, we sought to determine the phosphorylation status of the NF-κB p65 subunit since phosphorylation of p65 results in an increase in its transcriptional activity^18^. We found that the levels of phosphorylated p65 were indeed increased in livers of hCNR1^−/−^ mice after Con A injection along with increased total p65 levels, compared to Con A-injected hCNR1^+/+^ mice (Fig. 3B). To confirm this result, we fractionated proteins from cytoplasmic and nuclear cellular compartments, then detected expression levels of phosphorylated and total p65. In keeping with the results from whole lysates, livers from hCNR1^−/−^ mice had significantly higher expression of both phospho- and total p65 in both compartments (Fig. 3C). The kinase responsible for the phosphorylation of p65 is the inhibitor of κB kinase (IKK) β^18^ and we found that the expression levels of IKKβ were significantly upregulated in hCNR1^−/−^ mice (Fig. 3B). IKKβ-deficient hepatocytes are sensitive to Con A-induced liver damage through TNF-α signaling^19^ and mice lacking IKKβ displayed embryonic lethality in mid-gestation^20^, which is identical to the phenotype of p65-deficient mice. Taken together, these data suggest that lack of CB1R is conducive to activation of NF-κB in the liver, which drives anti-apoptotic signaling and consequently protects liver damage because of Con A administration.

**Fig. 3:**
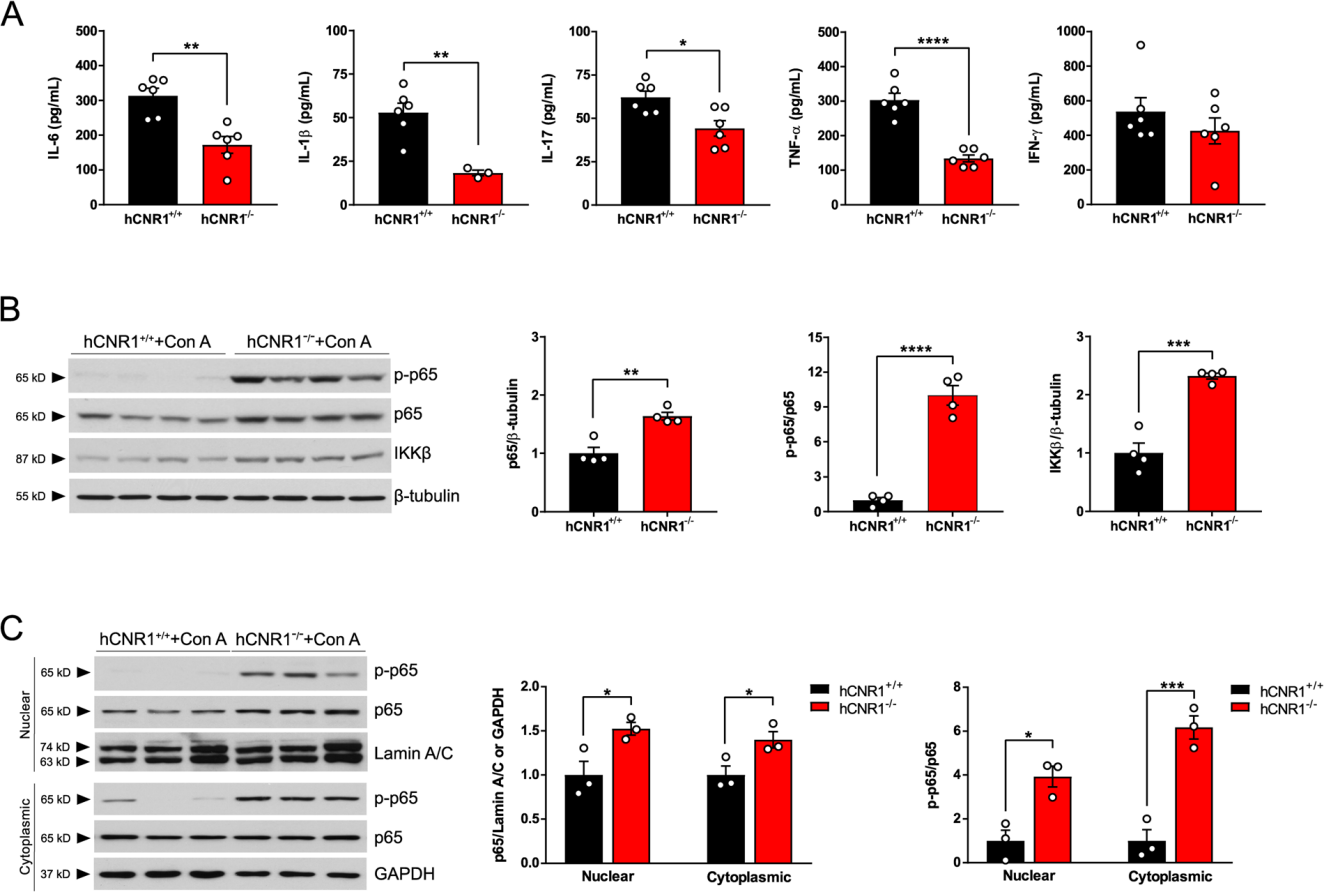
Con A-induced inflammation was suppressed in hCNR1^−/−^ mice. hCNR1^+/+^ and hCNR1^−/−^ mice were injected with Con A (5 mg/kg) for 12 h (*n* = 6). **A** Blood samples were collected post-Con A injection (5 mg/kg) after 12 h period (*n* = 3–6) and measured proinflammatory cytokines, IL-6, IL-1β, IL-17, TNF-α, and IFN-γ. **B** Protein extracts from liver homogenates were immunoblotted and detected by autoradiographic signals. The bands were subjected to densitometric quantifications for protein expression levels of total p65, phospho-p65 (p-p65), and IKKβ (*n* = 4). **C** Total p65 and p-p65 nuclear and cytoplasmic protein amounts in the liver lysates. Nuclear and cytoplasmic fractions were normalized to lamin A/C and GAPDH, respectively. Results were expressed as mean ± S.E.M. (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001 compared to hCNR1^+/+^ mice).

### Ablation of hepatic CB1R protects liver damage via cAMP-dependent pathway

CB1R activation is well-documented by us and others to suppress adenylyl cyclase (AC) activity, resulting in reduced intracellular cyclic adenosine monophosphate (cAMP) levels and downstream protein kinase A (PKA) activation^21,22^. To confirm this cellular signal transduction in hepatocytes we analyzed their gene profiles (Fig. 1B). Ninety-four out of 139 genes downstream from EC signaling were downregulated, including the notable adenylate cyclase 4 and 7 (*Adcy4* and *Adcy7*) in hCNR1^+/+^ compared to hCNR1^−/−^ mice (Fig. 4A, B).

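*Adcy4* has 1 probe, which was well above background on 2 of 4 hCNR1+/+ and 0 of 4 hCNR1-/- arrays and so was not among the tested genes. The probe of *Adcy7* was not well above background on any of the 8 arrays, and no fold change is given for either gene. Of the 24 genes labelled in Fig. 4B, 17 were tested. All 6 tested genes drawn with a negative bar were lower in hCNR1-/- than in hCNR1+/+ hepatocytes, and all 11 drawn with a positive bar were higher. Of the 17, 9 had an unadjusted p below 0.05 and 5 an adjusted p below 0.05 in limma. *Gnb5* had a log2 fold change of −1.90 (standard error 0.45, adjusted p = 0.0494 from limma), and *Gnai3* one of 1.76 (standard error 0.38, adjusted p = 0.0376 from limma).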

**Fig. 4:**
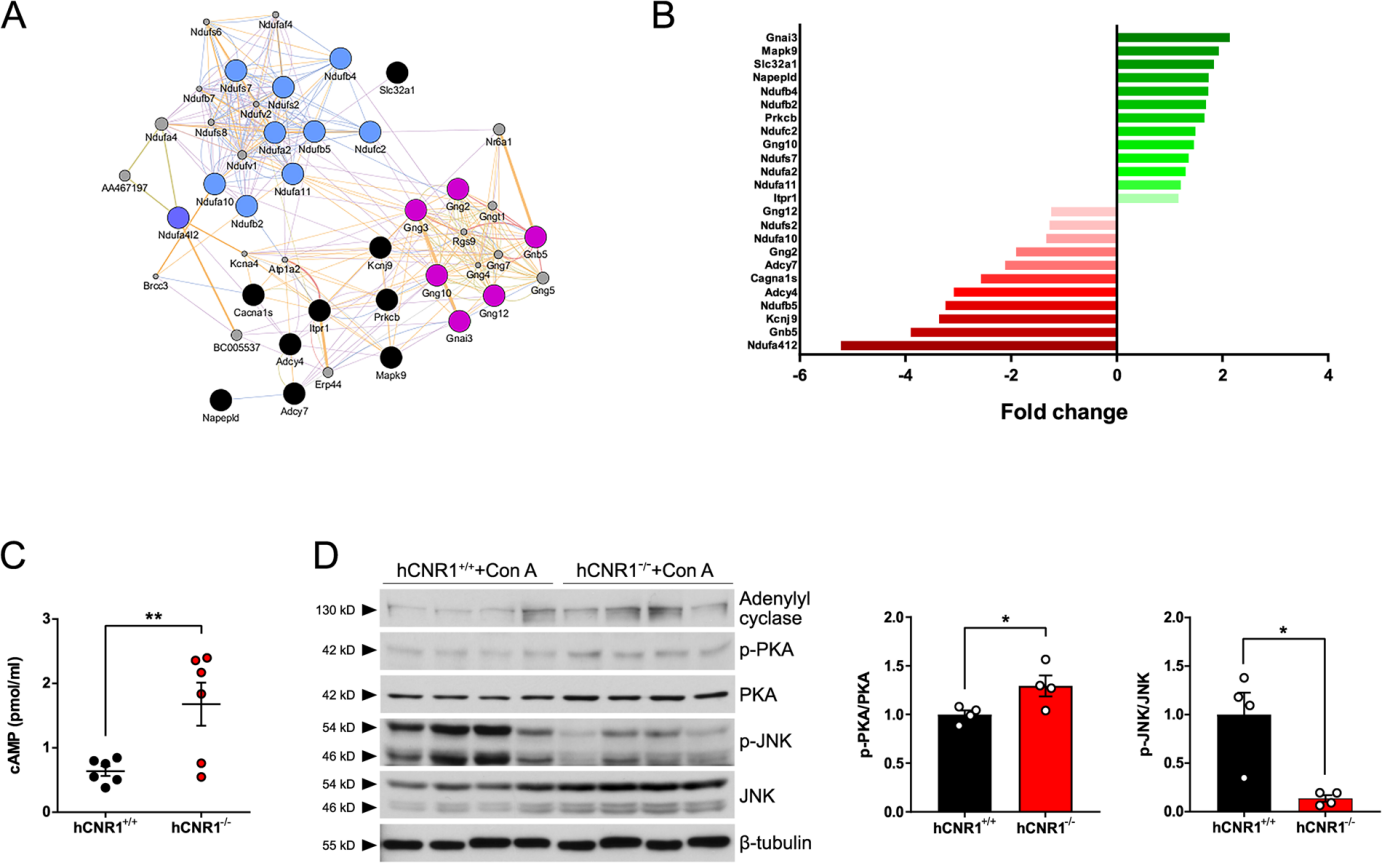
Ablation of hepatic CB1R plays a critical role in cAMP-dependent pathway to rescue liver damage. **A**, **B** Gene network of interactions between the 25 (of 139) significant genes (*p* < 0.05) involved in cannabinoid signaling pathway and their fold change in expression. **C** cAMP levels (pmol/mg) in liver. **D** Liver lysates were prepared and protein expression levels are expressed as a ratio of p-PKA/PKA and ratio of p-JNK/JNK (*p ≤ 0.05, **p ≤ 0.01 compared to hCNR1^+/+^ mice).

Thus, we further investigated whether cAMP is involved in the anti-apoptotic signaling pathway observed in hCNR1^−/−^ mice during Con A-induced liver injury. We first evaluated levels of cAMP in the liver of Con A-treated hCNR1^+/+^ and hCNR1^−/−^ mice: hCNR1^−/−^ mice had increased levels compared to hCNR1^+/+^ mice (Fig. 4C). To elaborate on this finding, we analyzed the protein expression levels of AC and phospho-PKA in liver homogenates. In concurrence with the elevated levels of cAMP, the ratio of phosphorylated PKA and total PKA in hCNR1^−/−^ was significantly higher than in hCNR1^+/+^ mice (Fig. 4D). The expression levels of AC were also significantly higher in hCNR1^−/−^ mice (Fig. 4D). Therefore, we further explored the cAMP signaling and intrinsic apoptotic pathways. CB1R activation and Con A-induced liver injury commonly involve the mitogen-activated protein kinase (MAPK) signaling pathway^23^. Among nodes in MAPK signaling cascades, CB1R signaling leads to activation of extracellular signal-regulated kinase 1/2 (ERK 1/2) and c-Jun N-terminal kinase (JNK), both of which are inhibited by cAMP^24,25^. In contrast to ERK 1/2 phosphorylation, where no difference was observed between the two groups (Fig. S3), phosphorylation of JNK was significantly less in hCNR1^−/−^ compared to hCNR1^+/+^ mice (Fig. 4D).

### Role of membrane-bound TNF-α in Con A-induced liver damage

It has been established that membrane-bound TNF-α, expressed on NKT cells, plays a critical role in Con A-induced liver damage^26,27^. While circulating levels of TNF-α are indeed markedly lower in hCNR1^−/−^ mice compared to hCNR1^+/+^ mice after Con A injection (Fig. 3A), it is the membrane-bound TNF-α interacting with the TNF receptor 2 (TNFR2) that leads to apoptosis^19^. We found that some infiltrating CD3-positive cells were positive for TNF-α as well, and these double-positive populations were drastically reduced in hCNR1^−/−^ mice (Fig. 5A–C) while gene expression of TNFR2, but not TNFR1, was lower in livers from hCNR1^−/−^ compared to hCNR1^+/+^ mice (Fig. 5D). These data indicate that hCNR1^−/−^ mice are resistant to Con A-induced liver damage by cell-anchored TNF-α as a ligand of TNFR2.

**Fig. 5:**
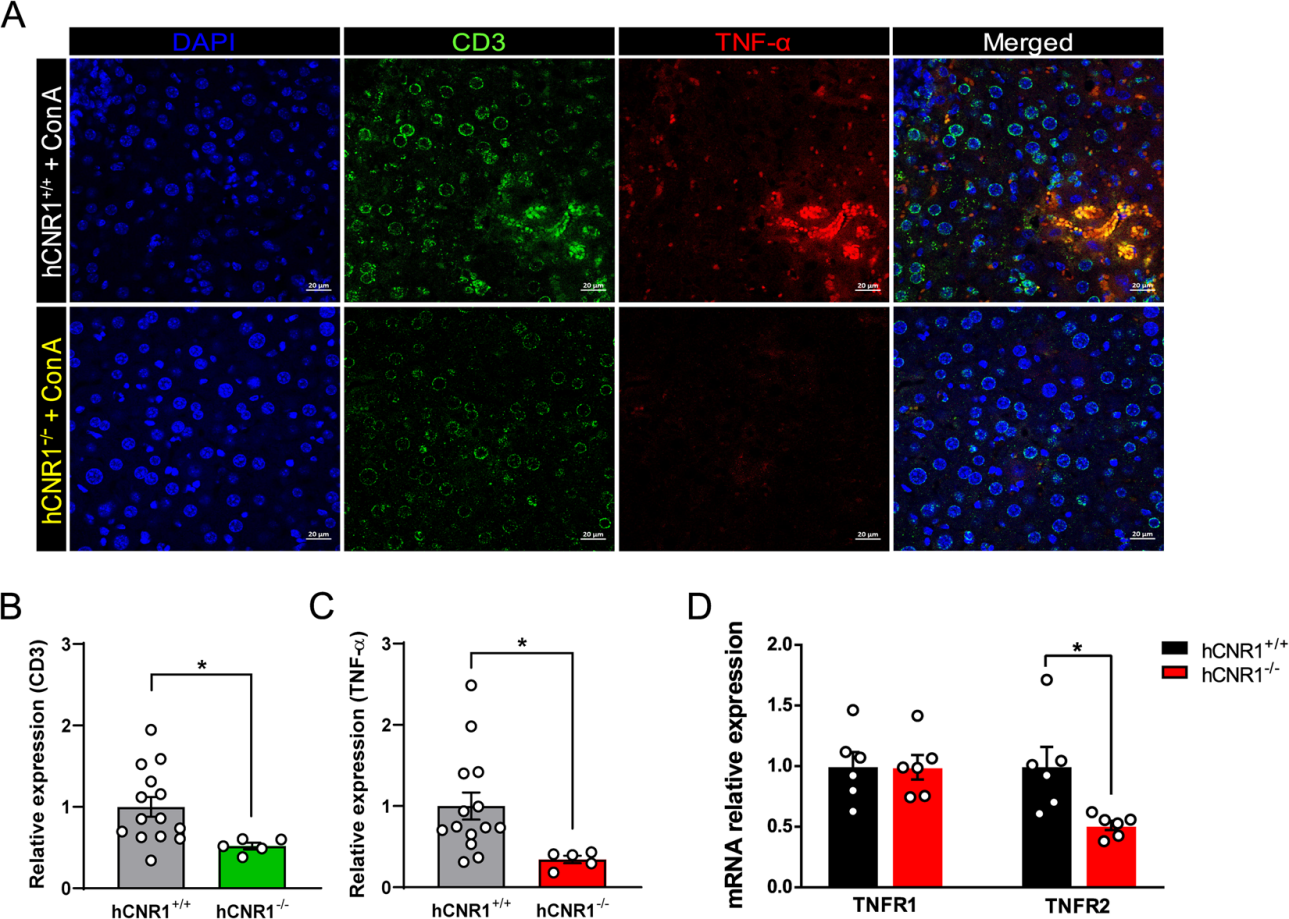
Nullification of hepatic CB1R attenuates Con A-induced liver damage via cell membrane-bound TNF-α. **A**–**C** Liver samples without permeabilization were fixed and sectioned, and immunostained for CD3, TNF-α, and DAPI (×40). Relative quantifications of immunofluorescence stained tissues (**B**, **C**). **D** TNFR1 and TNFR2 mRNA expression levels. Results were expressed as mean ± S.E.M. (*p ≤ 0.05, **p ≤ 0.01, and ***p ≤ 0.001).

### Both hepatocyte-specific deletion and pharmacological inhibition of CB1R ameliorate Con A-induced hepatocyte injury

The above findings indicate that deletion of CB1R in liver plays a protective role in liver damage by application of Con A. To confirm whether this protection is affected by peripheral CB1R antagonism without compensatory mechanisms in response to *Cnr1* gene knockout, we injected JD-5037 (3 mg/kg), a pharmacologic inverse agonist of peripheral CB1R^28^, to mice prior to Con A (5 mg/kg). Consistent with the results in hCNR1^−/−^ mice, JD-5037 protected against liver injury as demonstrated by normal ALT levels in circulation (Fig. 6A). Although we demonstrated that hepatocyte-specific deletion of CB1R in mice protects against liver damage caused by TNF-α after Con A injection and a CB1R antagonist also protects against liver injury, we cannot rule out the possibility that hepatocytes may have been influenced by paracrine signaling from neighboring non-parenchymal cells, such as the liver-resident macrophages and Kupffer cells (KCs). In fact, it has recently been reported that knockdown of CB1R in KCs promotes an anti-inflammatory profile including a lower TNF-α expression^29^. Thus, we isolated hepatocytes to investigate the effect of the genetically or pharmacologically CB1R-nullified hepatocytes alone on acute liver damage. We injected both hCNR1^+/+^ and hCNR1^−/−^ mice with Con A (5 mg/kg), and 6 h later we isolated hepatocytes and cultured them overnight. In concordance with the in vivo data, the levels of phospho-p65 were significantly higher in isolated hepatocytes from hCNR1^−/−^mice compared to the wild-type counterpart, confirming the anti-apoptotic role of NF-κB p65 subunit (Fig. 6B). IKKβ is required for NF-kB activation and suppression of TNF-α-mediated liver apoptosis. The levels of IKKβ were increased in hepatocytes from hCNR1^−/−^mice compared to wild-type hepatocytes, explaining the increased levels of phospho-p65 (Fig. 6B), in keeping with the whole liver findings described above. Moreover, hepatocytes from hCNR1^−/−^mice had significantly less damage, as shown by the ALT levels in the medium, compared to those from hCNR1^+/+^ mice (Fig. 6C). We further examined if pharmacological inhibition of CB1R would result in similar protection from Con A. To study the effect of pharmacological CB1R inhibitor in acute liver damage, we isolated hepatocytes from C57Bl/6J mice and treated them with JD-5037 (100 nM). Four hours later, Con A (50 μg/mL) was added to the hepatocytes which were then incubated overnight. JD-5037 significantly suppressed JNK activation levels and there was a higher p-p65/p65 ratio and increased total IKKβ similar to what was observed in CB1R-deleted animal models (Fig. 6D). Additionally, we injected wild-type mice with JD-5037 (3 mg/kg). One hour later, we administered Con A (5 mg/kg) via the tail vein, and 6 h later we again isolated primary hepatocytes from the injected mice. Consistent with in vivo results from liver samples, we found that Con A treatment led to activation of caspase 3 in hepatocytes from hCNR1^+/+^ mice, whereas antagonism of CB1 receptor clearly protected against Con A-induced programed cell death (Fig. 6E). To evaluate a potential role of hepatic CB1R in amelioration of liver damage, we gave Con A (5 mg/kg) via intravenous injection to wild-type animals, and then isolated hepatocytes from liver-damaged mice after 6 h. Hepatocytes were incubated overnight and treated with either vehicle (DMSO) or JD-5037 (10 nM) for 1 h. We found that phosphorylated p65 protein expression levels were increased and there was less expression of active caspase 3 in CB1R antagonist-treated hepatocytes compared to controls (Fig. 6F).

**Fig. 6:**
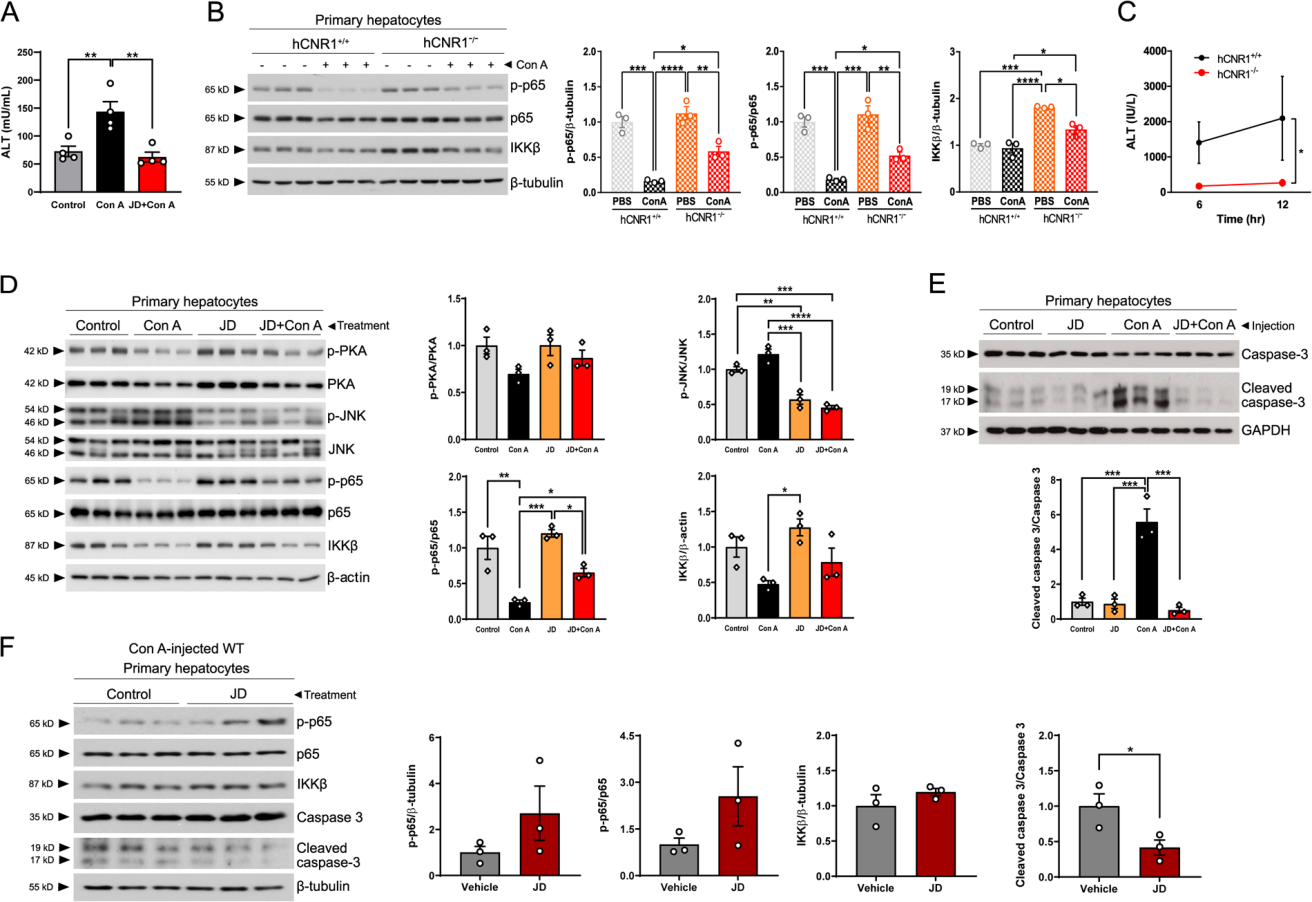
Hepatocyte-specific CB1R plays a pivotal role in response to inflammation. **A** Serum alanine aminotransferase (ALT) levels (mU/mL) in Con A-administered wild-type mice (*n* = 4 per each group). C57BL/6J background mice were injected intraperitoneally with vehicle (DMSO) or JD-5037 (3 mg/kg). After 1 h, they were given Con A (5 mg/kg) via tail vein and 6 h later blood was collected for ALT levels. **B** hCNR1^+/+^ and hCNR1^−/−^ mice were injected with vehicle (PBS) or Con A (5 mg/kg). Hepatocytes were isolated 6 h later and cultured overnight. Protein expression levels of phosphorylated and total p65 and IKKβ were measured by immunoblotting. **C** ALT levels in the medium of the hepatocytes in response to Con A treatment (50 μg/mL) after 6- and 12-h. **D** Hepatocytes were isolated from C57BL/6J mice (*n* = 4) and treated with JD-5037 (100 nM). After 4 h, PBS or Con A (50 μg/mL) were added to the media and hepatocytes incubated overnight. Proteins were extracted and protein expression levels of ratio of p-PKA/PKA, p-JNK/JNK, and p-p65/p65, and total IKKβ were quantified. **E** C57BL/6J mice were injected intraperitoneally with vehicle (DMSO) or JD-5037 (3 mg/kg). After 1 h, they were given Con A (5 mg/kg) via tail vein and hepatocytes were isolated 6 h later. Proteins were extracted from cell lysates, followed by the detection of total and cleaved caspase 3. **F** C57BL/6J male mice were administered Con A (5 mg/kg) via intravenous injection and then isolation of hepatocytes was conducted 6 h post-injection. After overnight incubation, hepatocytes were treated with vehicle (DMSO) or JD-5037 (10 nM) for 1 h, then proteins were extracted and immunoblotted for detection of phosphorylated and total p65, total IKKβ, and ratio of cleaved caspase 3/total caspase 3. Density of bands was quantified. Results were expressed as mean ± S.E.M. (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, and ^****^p ≤ 0.0001).

## Discussion

Over the last two decades, the ECS has emerged as a player involved in diverse causes of liver inflammation^8,30^. Although two studies have reported that exogenous and endogenous cannabinoids attenuate autoimmune hepatitis, in contrast to our results^15,31^, the beneficial effects were upon simultaneous engagement of both CB1 and CB2 receptors. A role for CB2R on immune cells has been widely reported and it therefore has potential to play a role in Con A-induced immunological disorder, whereas CB1R is not expressed on immune cells. In the present study, we measured CB2R (*Cnr2*) gene expression levels in livers from hCNR1^+/+^ and hCNR1^−/−^ mice under both untreated and Con A-treated conditions. Although genetic compensation in response to gene knockout is a widespread phenomenon, we observed that lack of hepatic CB1R did not result in transcriptional genetic compensation of CB2R in either uncompromised or Con A-treated livers. We did not measure tissue levels of ECs such as 2-AG and anandamide in this study, one possibility is that hepatic injury and disease conditions such as hepatocellular carcinoma in humans^32^ and liver cirrhosis in rats^33^ lead to increased amounts of intra-hepatic ECs that then were permissive to hepatocyte damage in the presence of a toxin such as Con A. CB1R is constitutively active in hCNR1^+/+^ mice. However, tissue-specific genetic ablation and peripheral blockade of CB1R would have suppressed its activity^34^. Future experiments are required to more fully understand the CB1 receptor-mediated upstream events in acute liver disease.

Our studies highlight a role for CB1R in toxin-induced liver damage. To understand the broader role of *Cnr1* gene, we performed microarray analyses using hepatocytes from hCNR1^+/+^ and hCNR1^−/−^ mice. GO analysis based on differentially expressed genes revealed greater involvement of *Cnr1* gene in liver inflammation and hepatitis. We then analyzed these expression profiles to search for networks and pathways, which might explain the seemingly negative effects of CB1R on proinflammatory cytokines and hepatic apoptosis. 

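In the hepatocyte arrays, *Ndufa4l2* was well above background in all 8 mice. Its log2 signal was 4.12 ± 0.62 (SD, n = 4) in hCNR1+/+ and 1.89 ± 0.64 (SD, n = 4) in hCNR1-/- mice, a log2 fold change of −2.23 (standard error 0.39, adjusted p = 0.0222 over all tested genes and 0.00120 over the text-named list alone, both from limma). No hCNR1-/- value reached the hCNR1+/+ values (exact two-sided permutation test, p = 0.0286). The paper named *Ndufa4l2* as lower from these same arrays, so the adjustment over the text-named list is not independent support. The 3 probes of *Pik3cd* were each well above background on at most 1 array, so neither a fold change nor a direction is given for *Pik3cd*.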

Although we mainly focused on cAMP-associated *adcy* genes downstream from EC signaling, we additionally noted downregulation of *Ndufa4l2* and *Pik3cd* gene expression involved in liver inflammation. NADH dehydrogenase (ubiquinone) 1 alpha subcomplex 4-like 2 (NDUFA4L2) affects cell viability and mitochondrial dysfunction and is known to be downregulated in CB1R-deleted podocytes^35^. Also, phosphoinositide 3-kinase delta (PI3Kδ, *Pik3cd* gene) regulates B and T cells^36^, which is coupled to CB1R in CHO cells^37^. Further study is needed to examine for any roles of such potential genes in liver inflammation.

Con A injection causes a cytokine storm accompanied by antigen-independent T cell activation, resulting in the death of hepatocytes^3^. Here, we demonstrate that lack of CB1R in hepatocytes alone led to a marked decrease in proinflammatory cytokine levels. However, we cannot rule out the possibility that other immune cells such as KCs, hepatic resident macrophage, and inflammatory cells including infiltrating macrophages, T lymphocytes, neutrophils, and dendritic cells contribute to liver inflammation^38^. It has been recently reported that CB1R directly affects inflammation in KCs and hepatic stellate cells (HSCs)^29,39^. In our study, less proinflammatory cytokines account for less tissue damage as evidenced by reduced cleaved caspase 3 and cleaved PARP, and increased levels of Bcl-2. This anti-apoptotic effect results from either activation of NF-κB or suppression of JNK activation or more likely both, since JNK involvement is known to occur in Con A-induced liver damage^19^. With regards to the inhibition of JNK activation, this is likely due to elevated cAMP levels through cAMP response element-binding protein (CREB)-mediated downstream molecules such as cellular FLICE-inhibitory protein (c-FLIP) and mitogen-activated protein kinase phosphatase-1 (MKP-1) that inhibit JNK activation^40^ (Fig. 7).

**Fig. 7:**
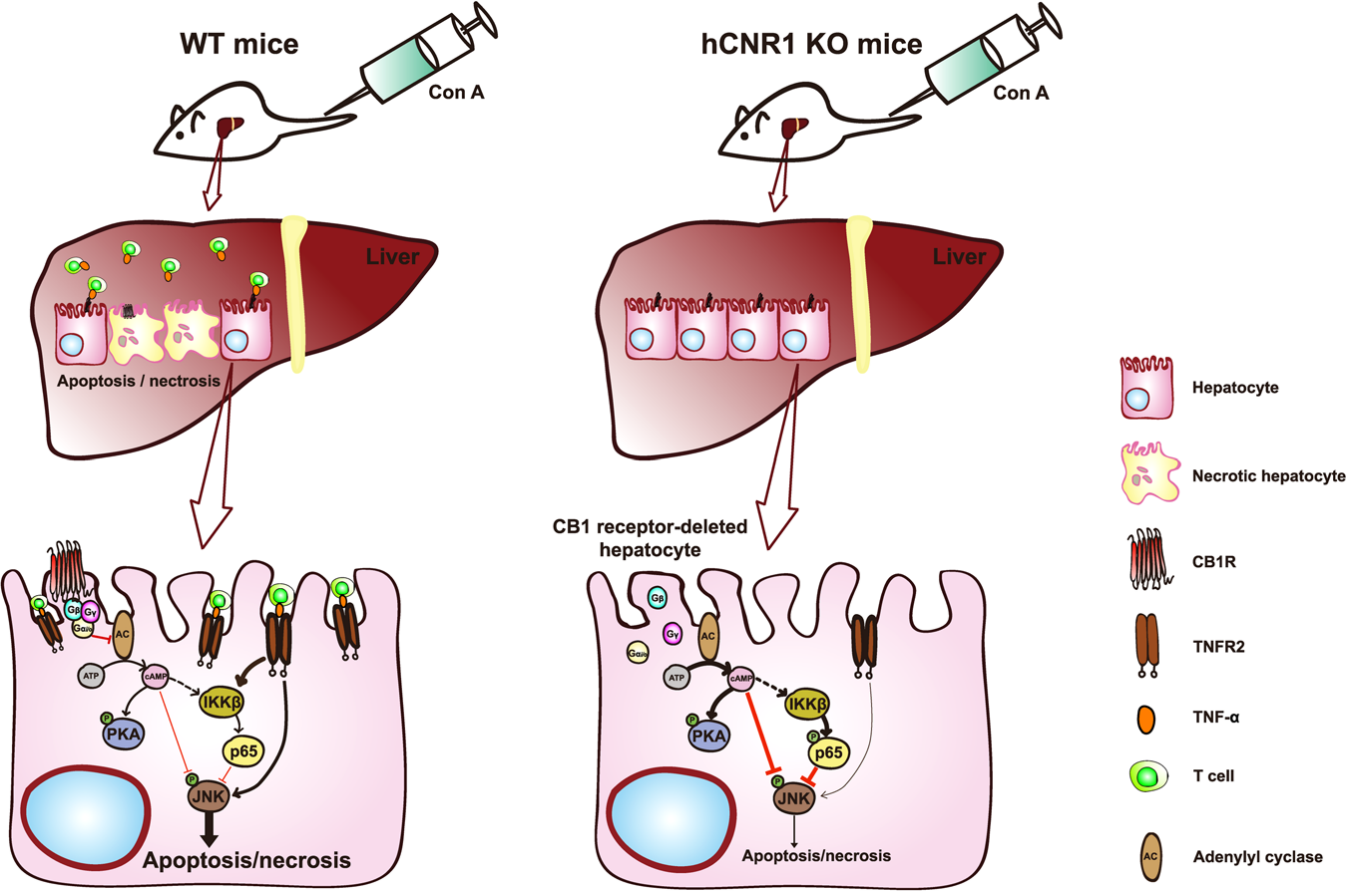
Schema of the suggested protective mechanism of hepatic cannabinoid 1 (CB1) receptor nullification/blockade on liver injury by Con A treatment. Nullification of hepatocyte-specific CB1 receptor reduces infiltration of T cells containing membrane-bound TNF-α in liver and reduces TNFR2 levels in isolated hepatocytes. Interaction between membrane-bound TNF-α and TNFR2 results in the activation of JNK and apoptotic cell death in WT mice. hCNR1^−/−^ mice also have increased cAMP levels and PKA activation, and consequently decreased phosphorylation of JNK. Additionally, CB1 receptor-deleted hepatocytes have higher expression of phosphorylated NF-κB subunit, p65 (S536), via activation of IKKβ resulting in the protection of hepatocytes against apoptotic cell death.

Additional evidence that increased cAMP levels due to deletion or antagonism of CB1R contribute to alleviation of liver damage comes from the previous studies in which pharmacologic or genetic blockade of CB1R activates glucagon-like pepetide-1 receptor (GLP-1R), resulting in elevated cAMP levels^41–43^. More interestingly, a GLP-1R agonist counteracts against NAFLD through cAMP-PKA axis^44^. In our work, elevated cAMP levels may also be permissive to activation of IKKβ that, in turn, activates the p65 subunit of NF-κB and protects against Con A-induced liver apoptosis. In accordance with this, hepatocyte-specific IKKβ knockout mice have been shown to be highly sensitive to Con A-induced liver damage because of membrane-bound TNF-α activation^19^. We found that some infiltrating CD3^+^ T cells contain TNF-α on their cell surface in livers of hCNR1^+/+^ mice that would interact with TNFR2 expressed on hepatocytes and cause apoptotic cell death. Interestingly, the levels of these double-positive T cells were drastically reduced in livers of hCNR1^−/−^ mice. Moreover, we found that the expression level of TNFR2, but not TNFR1, was significantly lower in livers from hCNR1^−/−^ mice, indicating yet a second layer of protection against membrane bound TNF-α. Compared to p65-deficient mice, p65-sufficient mice have enhanced survival^16^. In line with these results, we observed a significant reduction in inflammatory cytokine production and cell death.

In summary, the current study provides evidence that peripheral CB1R nullification or blockade protects the liver from injury during an acute toxic insult. Global CB1R antagonism orchestrates multiple downstream signaling resulting in protection against liver injury of an insidious nature such as FLD. However, there is strong epidemiological evidence that CB1R inhibition over a long-term timeframe puts people at risk for adverse psychiatric effects and therefore CB1R antagonists need to be devoid of central psychiatric effects in order to be a useful therapeutic strategy in the pathogenesis of toxin-induced liver diseases. The present set of investigations now provides strong evidence for protection against acute toxin-induced injury by CB1R blockade in both whole liver in vivo in animals and in vitro in hepatocytes, and under such circumstances CB1R antagonism would be an acute treatment, thereby rendering any CNS effects mute. Taken together, our data define a role for CR1R antagonism in protection against liver damage by extrinsic stimuli, pointing toward the benefits of developing a therapeutic strategy involving a CB1R antagonist in the setting of a toxin-induced liver injury, especially during the acute phase of toxicity.

## Materials and methods

### Animals

All procedures for the use of the mice followed protocols approved by the National Institute on Aging (NIA) which is fully accredited by the American Association for Accreditation of Laboratory Animal Care, and all procedures were approved by the Animal Care and Use Committee of the NIA Intramural Research Program. All animals were housed at NIA. Hepatocyte-specific CB1^−/−^ mice (hCNR1^−/−^) and control animal (hCNR1^*+/+*^) littermates were developed by breeding with mice carrying the albumin-Cre gene (Alb-Cre; Jackson Laboratories, Bar Harbor, ME) to CNR1^flox/flox^ mice^22^. Male age-matched (8–14 weeks) hCNR1^−/−^ and hCNR1^*+/+*^ mice were randomly divided into two groups (*n* = 6 per group) and were given a single intravenous injection of Con A dissolved in PBS into the tail vein (Sigma-Aldrich, St. Louis, MO) at 2.0, 3.75, 5.0, and 7.5 mg/kg body weight. The concentrations of Con A used in this study were determined from previous studies^45^.

### Serum analysis

Mice were anesthetized, blood was collected by cardiac puncture, and serum was separated by centrifugation at 3000 r.p.m. for 20 min. Serum levels of ALT activity were measured with ALT assay kit (Pointe Scientific, Canton, MI) or ALT/SGPT activity assay kit (BioVision, Milpitas, CA) according to the manufacturer’s instructions.

### Cytokines assay

Cytokine expression in serum was assessed by Bio-Rad BioPlex 200 instrument equipped with Bio-Plex Manager software version 6.0 (Bio-Rad Laboratories, Hercules, CA). The levels of interleukin-6 (IL-6), interleukin-1beta (IL-1β), interleukin-17 (IL-17), interferon gamma (IFN-γ), and TNF-α were detected using the Bio-Plex Pro Mouse Cytokine Th17 Panel A 6-Plex Group l Kit (Bio-Rad Laboratories,) on a Luminex 200 system (Bio-Rad Laboratories) according to the manufacturer’s instructions.

### Histopathology

For histological processing, liver tissues were removed from each mouse and fixed in fresh 4% paraformaldehyde for 24 h. Fixed liver tissues were dehydrated using a graded series of alcohol and embedded in paraffin. The sample liver tissues were then cut into 5-µm-thick sections. The paraffin sections were de-paraffinized and hydrated. Sections were stained with hematoxylin and eosin (H&E). Imaging was conducted at ×10 and ×40 using an inverted Keyence BZ-710 microscope (King of Prussia, PA). The average area of inflammatory cell infiltration and necrosis area were assessed using HALO image analysis software, v.2.21870.31 (Indica Labs, Corrales, NM).

### cAMP assay

Livers were ground and lysed in 0.1 M HCl for determination of cAMP by ELISA. cAMP levels were determined using a cAMP ELISA kit from Enzo Life Sciences (Farmingdale, NY) according to the manufacturer’s instructions. The final concentration of cAMP was normalized to protein concentration using a BCA protein assay (Pierce Biotechnology, Rockford, IL).

### Immunoblotting

Western blot analyses was performed as previously described^46^. In brief, liver tissues were lysed in tissue lysis buffer that contained 25 mM Tris (pH 7.4), 2 mM Na_3_VO_4_, 10 mM NaF, 10 mM Na_4_P_2_O_7_, 1 mM EGTA, 1 mM EDTA, and 1% NP-40 with protease and phosphatase inhibitor cocktails. The concentrations of protein from each sample were measured by BCA protein assay (Thermoscientific, Rockford, IL). For nuclear and cytoplasmic fractionation, we used NE-PER Nuclear and Cytoplasmic Extraction Reagents (Thermoscientific). For western blotting, protein lysates were mixed with 5× Laemmli buffer and then boiled at 100 °C for 5 min. After resolving in SDS-PAGE, the proteins were transferred onto polyvinylidene fluoride (PVDF) membrane. The membrane was blocked in blocking reagent (LI-COR, Lincoln, NE) assay system for 1 h at room temperature (RT), followed by incubation with primary antibody in blocking reagent with 0.1% Tween-20 at 4 °C overnight. After probing with the specific antibody, the membrane was washed three times in 0.1% TBST, followed by incubation with secondary antibody in blocking reagent with 0.1% Tween-20 at RT for 1 h, and washed again in TBST (three times for 20 min). Anti-caspase 3, cleaved caspase 3, PARP, cleaved PARP, Bcl-2, β-tubulin, p-p65, p65, IKKβ, lamin A/C, GAPDH, p-PKA, PKA, p-JNK, JNK, p-ERK1/2, and ERK1/2 were purchased from Cell Signaling Technology (Waltham, MA) and anti-AC was obtained from Santa Cruz Biotechnology (Dallas, TX). Immunoblots were developed using a chemiluminescence assay system, and bands were visualized using X-ray films. Densitometry was performed with ImageJ (NIH) for quantifications.

### Quantitative real-time PCR

RNA was extracted using a RNeasy Mini kit (Qiagen, Valencia, CA). Purified RNA was converted into cDNA using qScript cDNA Supermix (Quanta Biosciences, Gaithersburg, MD) for mouse livers and primary hepatocytes. CB1 receptor gene expression was quantified using SYBR green (Applied Biosystems, Foster City, CA) on StepOnePlus Real-Time PCR System (Applied Biosystems) and values were normalized to 18S. The mouse primers for CB1 receptor were forward: 5′-AAGTCGATCTTAGACGGCCTT-3′ and reverse: 5′-TCCTAATTTGGATGCCATGTCTC-3′ (Integrated DNA Technologies, Coralville, IA). For CB2 receptor expression study, the exon-specific primers and fluorescent FAM-labeled and minor grove binder (MGB) conjugated probe of mCB2 genes were designed (MGB TaqMan probe: TGGGCCCAGTCTT, forward: 5′-GCCACCCAGCAAACATCTCT-3′ and reverse: 5′-GATGGGCTTTGGCTTCTTCTAC-3′) using Primer Express (Applied Biosystems, Foster City, CA, USA). Universal 18S primers were purchased from ThermoFisher Scientific. Applied Biosystems TaqMan probe (Mm01212171_s1), TaqMan™ PreAmp Master Mix (Cat: 4391128), and Fast Advanced Master Mix (Cat: 4444557) were used to detect very low level of hepatocyte CB1R. We used ten cycles for preamplification and 40 cycles for TaqMan assay using 3 µL of pre-amplificated template according to the manufacture’s protocol.

### Immunofluorescent staining of livers and quantification

Slides were rehydrated with graded series of ethanol concentrations, washed in reverse osmosis water, and then washed three times (2 min) in TBS. Antigen retrieval was performed by placing the slides in 10 mM of sodium citrate buffer (pH, 6.0; Vector Laboratories, Burlingame, CA) at 95 °C for 30 min. The slides were allowed to cool at room temperature in the citrate buffer for a further 30 min and were then rinsed in TBS as before. Sections were incubated with normal goat serum block consisting of 2% goat serum, 1% OmniPur® BSA Fraction V, 0.1% gelatin, 0.05% Tween 20, and 0.05% sodium azide (all from Sigma-Aldrich) in TBS for 1 h at room temperature. Sections were then incubated in primary antibody diluted in the same normal goat serum block, overnight at 4 °C. The following primary antibodies were used: mouse anti-TNF-alpha (1:100, Abcam, ab1793) and rat anti-CD3 (1:100, R&D Systems MAB4841). Sections were then washed three times (2 min) in 0.1% Tween-20 in 1× TBS (pH, 7.4), followed by incubation with the specific secondary antibody diluted in the normal goat serum block for 1 h at room temperature. Secondary antibodies used were goat anti-mouse IgG_1_ Alexa Fluor 568, and goat-rat Alexa Fluor 488, all from Thermo Fisher Scientific. After washing in 0.1% Tween-20 in 1× TBS as before, sections were incubated for 15 min with 4′,6-diamidino-2-phenylindole (Sigma Aldrich) for nuclear staining. Slides were next washed in TBS twice for 2 min each time before being mounted with Permafluor Mountant (Thermo Fisher Scientific). The correlation of the expression levels of CD3 and TNF-alpha in liver sections was assessed by relative quantification of respective immunofluorescence staining for each protein. Using ImageJ, the Integrated Density Value (IDV) for each channel was measured (Blue = DAPI; Green = CD3; Red = TNF-alpha). An average number of nuclei in each section was estimated by dividing the total IDV of blue channel by the average IDV of 20 selected nuclei. IDV for each protein was calculated by dividing total IDV of each respective channel by the estimated number of nuclei in each section. Relative expression levels were calculated normalizing the IDV by the average IDVs of the control group (wild-type animals) in each channel. Unpaired *t*-tests were used to check for statistical significance.

### Microarray analysis

Microarray experiments and analysis were performed as we previously described^47^. Data analysis were performed using R Studio 1.2.

### Statistical analysis

The time-course and dose-response of ALT levels were analyzed using two-way ANOVA. Quantitative data are represented as the mean ± S.E.M. Quantification analysis for western blot band density and imaging pixels and levels of cytokines was conducted using unpaired two-tailed *t* test after outlier test (*α* = 0.05). GraphPad Prism (Prism 7; GraphPad Inc.) was used to perform statistical analysis; *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, and ****p ≤ 0.0001 were considered statistically significant (* compared to control).

## Supplementary information

Supplementary figures

Supplementary Figure Legends

## Data Availability

The microarray data have been deposited in the Gene Expression Omnibus database under accession code GSE148309.

# Supplementary material for: Hepatocyte cannabinoid 1 receptor nullification alleviates toxin-induced liver damage via NF-κB signaling
**Source:** Cell Death Dis. 2020 Dec 9;11(12):1044. doi: 10.1038/s41419-020-03261-8
**Supplement:** Supplementary file 2 — Supplementary Figure Legends

## Supplementary data figure legends

Supplementary Fig. 1. Hepatic *Cnr2* expression levels, Con A-treated and untreated conditions. Gene expression using RNA extracted from livers of hCNR1<sup>+/+</sup> and hCNR1<sup>-/-</sup> mice, untreated (n=4, Fig. S1A) and Con A-treated (5 mg/kg, n=3-4, Fig. S1B).

Supplementary Fig. 2. (A) Hepatocytes were isolated from hCNR1<sup>+/+</sup> and hCNR1<sup>-/-</sup> mice (n=2). After overnight incubation hepatocytes were subjected to treatment of various concentrations of Con A dissolved in PBS. Cell viability was measured using MTT (0.5 mg/ml) assay for 4 hours incubation at 37°C. (B-C) Plasma alanine aminotransferase (ALT) levels in Con A-administrated hCNR1<sup>+/+</sup> and hCNR1<sup>-/-</sup> mice in time-course with 5 mg/kg (n=4-5) and dose-response (n=3-5) curve at 24 hours post injection. Results were expressed as mean ±S.E.M. (\* p≤0.05, \*\*p≤0.01, \*\*\*p ≤0.0001 and # p≤0.05, ##p≤0.01, #####p ≤0.0001)

Supplementary Fig. 3. hCNR1<sup>+/+</sup> and hCNR1<sup>-/-</sup> mice were injected Con A (5.0 mg/kg) for 12 hours (n=4). Protein extracts from liver homogenates were immunoblotted against anti-phospho-extracellular signal-regulated kinase 1/2 (ERK 1/2) and total ERK 1/2 and detected by autoradiographic signals.

How the deposited data were processed for this re-analysis (not part of the article)

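Global mRNA of isolated hepatocytes was measured in 4 hCNR1+/+ and 4 hCNR1-/- mice with 1-colour Agilent arrays, 1 array per mouse, all on 1 slide and scanned on 1 day. The authors deposited, for each array, the spot intensity written by the Feature Extraction software, which corrects the background within the array, replaces small or negative spots by a small positive value and does not scale between arrays. They also deposited a score per spot, which lay within 0.005 of the z-score of the log intensity within each array. The Methods refer to an earlier publication for the array analysis and name R Studio for the data analysis, and the legend of Fig. 1 names a normalized z-score for the heat map and the Gene Ontology analysis. The scaling and the test behind the paper's gene counts are not named in its text.

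The groups were taken from the sample labels. The intensities were converted to log2, and the 75th percentile of the 59305 non-control spots of each array was subtracted. Spots with an outlier flag were left out, the remaining spots of a probe were averaged, and a probe with no spot left on an array was not tested. A probe counted as well above background on an array when at least 50% of its spots carried the software's flag. Accessions were matched without versions to RefSeq names of the assembly GRCm38.p6. Since the array design names an older build, coordinates were used only for which genes neighbour each other. Of 55681 probes 28331 were named, giving 21368 genes; probes with no match entered the scaling and the alternatives that count each probe on its own, not the gene tests. Genes were tested where a probe was well above background on at least 4 of 8 arrays, with 1 probe per gene, the brightest over all arrays. The two-sided test was lmFit and eBayes of limma version 3.58.1 in R version 4.3.3, with Benjamini-Hochberg adjustment over 11072 genes, and thresholds as in the paper (fold change above 2, p below 0.05). Single genes also had an exact permutation test over the 70 assignments of 4 against 4 arrays, whose smallest two-sided p is 0.0286. Tested on simulated data with the means and SDs of the 11072 genes in this comparison, 200 of them changed, the fit recovered 65% of the changed genes at an adjusted p below 0.05, none with the wrong sign, and called 14 unchanged genes. The simulated noise was independent between genes, with no effect shared by the genes of an array. The simulation therefore does not bear on how far the adjusted counts depend on single arrays.

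Lists of marker genes (hepatocyte, endothelial, Kupffer cell, lymphocyte, stellate cell, neutrophil, cholangiocyte, immediate-early, chromosome Y and female) were written before the data were examined, without genes the paper names, and all but the last 2 were tested with camera at an inter-gene correlation of 0.01. A second list of macrophage genes was written after the Kupffer cell list had been seen. The genes named in the text are the 12 that the paper's text names, the genes labelled in Figs. 1D, 1E, 1F and 4B, and the 5 largest falls and rises among genes with an adjusted p below 0.05, well above background on all arrays and with no overlap between groups. Where a gene named in the paper's text was not well above background on enough arrays to be tested, no fold change is given.

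The alternatives were other scalings between arrays, the deposited z-scores, other filters on dim probes, other ways from probes to genes, other variance models, array weights, a replicate block, each array left out in turn and each of the 16 choices of 3 against 3 arrays. Centring on the E1A control spots was not run, because they were mostly at background. A slide or scan block was not possible with 1 slide and 1 scan day. The normexp correction used the median signal of each spot in place of the mean signal. The paper's full lists of inflammation, liver disease and endocannabinoid genes were not used here. The precision is limited by 4 arrays per genotype and, for dim probes, by the background; the share of spots well above background ran from 28.6% to 42.3%.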

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

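The test of hCNR1-/- replicate 4 as a sample of the other genotype was chosen after its correlations had been seen, and the other tests here were written before their results. Each array's brightness, share of spots well above background, mean correlation to its group and marker list means, and each tested gene named in the text or among the largest changes, were examined for a single array far from the other 3 of its group by Dixon's ratio, the gap to the nearest sample over the range of the group, at its 95% critical value. Of 52 groups 4 passed it, where chance passes about 1 in 20.

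In 3 of these 4 groups the array apart was hCNR1-/- replicate 4. Its mean correlation with the other hCNR1-/- arrays over the tested genes was 0.942, against 0.972 to 0.975 for the other 3 (ratio 0.907). Its mean over the 2 measured neutrophil markers was 5.60, against 4.92 to 5.01 (ratio 0.868), and over the 4 measured stellate cell markers 2.67, against 1.31 to 1.52 (ratio 0.841). This array was also the dimmest, with a 75th percentile of 29.3. A wrong genotype label is argued against by its correlation being higher by 0.0209 with the hCNR1-/- arrays than with the hCNR1+/+ arrays. Low signal as noise in dim probes is argued against too: among genes well above background on all 8 arrays its gap in correlation to its group was 0.0377, against 0.0313 over all tested genes. hCNR1+/+ replicate 4, in the same slide column, was the dimmest of its group too and had the lowest mean correlation with it, 0.964 against 0.975 to 0.980. The position on the slide, the quality of the RNA and a difference between mice stay open and were not tested. Without this array, the counts at the adjusted threshold were 323 lower and 1121 higher genes, against 144 and 325 with it, and without hCNR1+/+ replicate 3 they were 25 and 13.

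In the hCNR1+/+ group, *Tnfrsf1b* was apart in replicate 4, at 1.59 against 0.82 to 0.93 (ratio 0.858). No technical or biological explanation was tested for this single value, and 1 group in 20 is expected by chance.

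The Kupffer cell markers, which the paper does not examine in these arrays, had a median log2 fold change of −0.75 in hCNR1-/- hepatocytes, with 13 of 14 genes lower (camera, adjusted p = 1.95e-05 over the 8 lists). On the same adjustment it was past no threshold with fry (adjusted p = 0.294; 0.0367 without adjustment, from rotations and not a permutation) or with camera at an estimated correlation (adjusted p = 0.863). Averaged per array, every hCNR1-/- array was below every hCNR1+/+ array (exact two-sided permutation test, p = 0.0286). *Marco* fell by 2.41 on the log2 scale, *Ctss* by 1.89 and *Vsig4* by 1.77, while *Csf1r* changed by −0.21, *Cd74* by −0.03 and *Slc40a1*, which hepatocytes also express, by 0.87. *Cd68*, the gene of the list with the brightest probe, went from 6.04 to 5.21. No gene of this list is in another list or is named by the paper. A candidate explanation is less Kupffer cell RNA in the hCNR1-/- preparations. A second list of 38 macrophage genes, written before any of them was looked at, had 25 measured genes with a median of −0.66 and 21 lower (camera with estimated correlation and fry gave 0.0264 and 0.00593, each for this list alone and without adjustment). Chance is not excluded for the first list by regrouping: of the 35 splits of the 8 arrays into 4 and 4, 2 moved its median as far, the genotypes included, and the other one grouped hCNR1+/+ replicate 1 with hCNR1-/- replicates 1 to 3, with a shift of 0.92. In the second list *Cd14*, which hepatocytes also express, had the brightest probe and went from 8.02 to 8.42, and *Lgals3* from 4.15 to 3.49. Over the scalings and the other alternatives, the median of the first list ran from −1.30 to −0.54 and that of the second from −1.22 to −0.21. A lower expression of these genes within the same number of Kupffer cells, and an effect of the genotype on them, stay open.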

How the results depend on the processing

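The alternatives named as added were chosen after seeing the data: normexp, the 75th percentile over bright probes, a common floor, and each combination with no scaling. At fold change above 2 and p below 0.05, the main counts were 415 lower and 529 higher genes (44.0% lower), and the counts stayed within 1.5 times these under quantile normalization, median scaling, the z-scores, no filter, the group filter, the mean of probes, both variance models, array weights and the replicate block. Of the calls with the main scaling, 944 in all, 815 were shared in direction with quantile normalization, 732 with median scaling, 774 with the z-scores and 497 without scaling.

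Larger moves, as lower and higher genes, were 630 and 87 without scaling, 145 and 324 with probes well above background on all 8 arrays, where fewer genes were tested, and 1081 and 1022 with each probe on its own. The added alternatives gave 107 and 145 with normexp, 172 and 334 with a common floor, 1547 and 175 without scaling per probe, 299 and 33 without scaling on all-8 probes, and 624 and 366 with the percentile over bright probes. The percent lower was 49.2 with quantile normalization, 53.9 with z-scores, 87.9 without scaling, 30.9 with all-8 probes, 51.4 per probe and 35.4 with array weights; of the added ones, 63.0 with the percentile over bright probes, 34.0 with a floor, 89.8 without scaling per probe and 90.1 without scaling on all-8 probes. Apart from the scaling, the cause was not tested.

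At adjusted p below 0.05, against 144 lower and 325 higher, the counts were 85 and 134 (quantile), 25 and 25 (median), 29 and 1 (no scaling), 51 and 30 (z-scores), 14 and 8 (no filter, with more genes tested), 54 and 341 (all-8 probes), 692 and 889 (each probe), 70 and 319 (ordinary linear model) and 646 and 2176 (array weights). Added alternatives gave 13 and 28 (normexp), 207 and 102 (percentile over bright probes), 93 and 556 (floor), 472 and 13 (no scaling per probe) and 5 and 0 (no scaling, all-8 probes, where limma still called 299 lower and 33 higher at the paper's threshold).

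The same replicate number, which is also the slide column, did not pair the arrays, since the correlations of deviations from the group means over genes were 0.21, −0.16, −0.05 and 0.02. With the replicate block, limma called 0 lower and 0 higher genes at adjusted p below 0.05, and 397 lower and 538 higher at fold change above 2 and unadjusted p below 0.05.

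With 1 array left out, 329 to 478 genes were lower and 464 to 616 higher (36.2% to 46.3% lower), and 25 to 323 and 13 to 1121 at the adjusted threshold, the lowest without hCNR1+/+ replicate 3 and the highest without hCNR1-/- replicate 4. With 1 array of each genotype left out, these were 311 to 480, 468 to 684 (34.9% to 45.5%), 0 to 480 and 0 to 1701. The added fits without scaling gave 350 to 1139 lower and 36 to 316 higher genes with 1 array left out, 273 to 1560 and 14 to 579 with 1 of each genotype left out (39.1% to 98.9% lower), and 810 to 3267 and 33 to 1119 per probe (48.0% to 98.7% lower). At the adjusted threshold these fits gave 10 to 73 lower and 0 to 4 higher, 4 to 391 and 0 to 46, and 175 to 1347 and 0 to 155.

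*Il1r1* and *Ndufa4l2* stayed lower at p below 0.05 under all 16 and 18 other alternatives run, and *Il1r1* in 14 of the 16 fits of 3 against 3 arrays. *Tnfrsf1a* ran from −0.18 to 0.014 with 1 array of each genotype left out, and down to −1.06 in the added fits without scaling, at no p below 0.05. *Cnr2* stayed lower, and passed p below 0.05 in 4 of 18 alternatives, the ordinary linear model, array weights and, of the added ones, the percentile over bright probes and the floor. *Tnfrsf1b* stayed lower in all 16 run, but was not past p below 0.05 with median scaling or the ordinary linear model.

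Kupffer cell markers stayed lower under each alternative run, at an adjusted p below 0.05 over the 8 lists in all but fry and camera with estimated correlation (both −0.75), of which fry was below 0.05 without adjustment. The immediate-early markers were below 0.05 with no filter (−0.33) only before adjustment, and rose with array weights (0.10). The endothelial median (−0.18) stayed lower under the alternatives run, from −0.74 without scaling to −0.037 with a floor, and the hepatocyte, lymphocyte, neutrophil, stellate cell and cholangiocyte medians changed sign under some. For hepatocyte markers (0.33) they were −0.077 (quantile), −0.23 (no scaling, also on all-8 probes) and −0.0092 (mean of probes). Lymphocyte markers (0.53) went to −0.024 without scaling (also on all-8 probes), and neutrophil markers (−0.05) to 0.27 with no filter. For stellate cell markers (0.10) they were −0.46 (no scaling), −0.21 (mean of probes), −0.061 (array weights), −0.025 (normexp) and −0.051 (percentile over bright probes), and for cholangiocyte markers (−0.04) 0.17 (no filter), 0.43 (all-8 probes and group filter), 0.081 (normexp) and 0.21 (floor). The cause was not tested. When arrays were left out, the medians ran from −0.40 to 0.14 (cholangiocyte), −0.35 to 0.00023 (endothelial), 0.078 to 0.55 (hepatocyte), −0.64 to 0.17 (immediate-early), −0.27 to 0.10 (neutrophil), −0.27 to 0.27 (stellate cell), 0.18 to 0.72 (lymphocyte) and −1.11 to −0.32 (Kupffer cell). With 1 array left out, camera was below 0.05 without adjustment for endothelial markers in 3 of 8 fits and for immediate-early markers in 2 of 8.

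Centring on E1A spots and a slide or scan block were not run, for the reasons in the summary of the processing, and the ordinary linear model does not bear on the list tests. Probes near the background limit what the arrays show: *Cnr1*, *Il1b*, *Tnf* and *Adcy7* were on 0 arrays well above it.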

Differences from the paper's values

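The paper reports 1423 downregulated genes, and 415 were lower here. Of the alternatives set before the data were examined, each probe counted on its own came within 1.5 times the paper's number (1081), and the others did not. The paper reports 72 upregulated genes, and 529 were higher here. Of those alternatives, no scaling between arrays came within 1.5 times (87), and the others did not. Combining both choices, which was chosen after seeing the values, gave 1547 lower and 175 higher. None of the 24 fits with arrays left out and scaling came within 1.5 times either number. The fits without scaling and with arrays left out were also chosen after seeing the values. With 1 array left out they ran from 350 to 1139 lower and 36 to 316 higher genes, and 1 of 8 came within 1.5 times both of the paper's numbers (1139 and 52, without hCNR1-/- replicate 1). With 3 against 3 arrays they ran from 273 to 1560 lower and 14 to 579 higher genes, and 0 of 16 came within 1.5 times both. Counted per probe they ran from 810 to 3267 and 33 to 1119, and 2 of 16 did.

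Fold changes in Figs. 1D, 1F and 4B were read by eye, negative where a gene is lower in hCNR1-/-. In Fig. 1D, *Slc17a5* is about 1.6 and was −1.27 here, and *Tinf2* is about -1.1 and was 1.03 here. In Fig. 1F, *Fgfr1* is about -3.0 and was 1.44 here. For these 3 genes the probes disagree: 1 of 2, 1 of 2 and 1 of 3 measured probes were lower. *Fgfr1* was the 1 gene of the 57 tested from Figs. 1D, 1E, 1F and 4B with an unadjusted p below 0.05 in limma against the drawn direction. With the mean of all probes, all 57 had the drawn direction, against 54 with the brightest probe. The number was 55 with median scaling or the z-scores, 53 with array weights and 50 without scaling. With 1 array of each genotype left out, it ran from 51 to 55 with scaling and from 38 to 55 without. *Slc17a5* came within the replicate SD of the figure with the mean of all probes, *Tinf2* with median scaling, no scaling, the z-scores or the mean of probes, and *Fgfr1* under none of the 12 alternatives set before the data were examined. With arrays left out, *Tinf2* did in 14 of 24 fits and the others in 0. *Ndufb5* is about -3.2 in Fig. 1D and was −1.19 here, within the SD with no scaling or the mean of probes, and in 0 of the 24 fits with arrays left out.

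The other differences kept the direction. In Fig. 1D, *Alb* is about -1.4 and was −1.17, *Ddost* about -1.4 and −1.21, *Fah* about -1.9 and −1.53, *Ndufa10* about -1.3 and −1.07, *Ndufb2* about 1.7 and 2.17, and *Ndufs7* about 1.4 and 1.76. In Fig. 4B, *Ndufa11* is about 1.2 and was 1.49. These 7 came within the SD with quantile normalization, median scaling, no scaling or the z-scores, and under none of the other 8 alternatives; with arrays left out, *Alb* did in 11 of 24 fits, *Ddost* in 9, *Fah* in 15, *Ndufb2* in 2, *Ndufs7* in 1, and *Ndufa10* and *Ndufa11* in 0. *Ap1s1* is about 1.5 in Fig. 1D and was 1.88, and *Gnai3* is about 2.1 in Fig. 4B and was 3.38 here; both came within the SD under the same 4 and array weights, and *Gnai3* in 12 and *Ap1s1* in 0 of the 24 fits with arrays left out. In Fig. 1D, *Bscl2* is about -1.6 and was −1.15, within the SD with quantile normalization, no scaling or array weights and in 7 of 24 fits with arrays left out. *Dpm3* is about 1.8 and was 2.57, within the SD with quantile normalization, no scaling, the z-scores or array weights and in 2 of 24. *Terc* is about 1.4 and was 2.25, with 1 hCNR1+/+ and 4 hCNR1-/- arrays well above background, and came within the SD with no scaling or array weights and in 7 of 24.

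The paper states that *Il1b*, *Il6* and *Tnf* were lower in hCNR1-/- hepatocytes. Here their probes were well above background on 0, 2 and 0 of the 8 arrays. The paper states that *Pik3cd* was lower; its 3 probes were well above background on at most 1 array each. The text describes the endocannabinoid genes, *Adcy4* and *Adcy7* among them, as lower in hCNR1+/+ than in hCNR1-/- mice, while the bars of Fig. 4B show them lower in hCNR1-/-. Here *Adcy4* was well above background on 2 of 4 hCNR1+/+ and 0 of 4 hCNR1-/- arrays, and *Adcy7* on 0 of 8.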

Other observations

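The tests of chance placement, of the segment around *Cnr1* and of zinc finger probes were chosen only after the runs of neighbouring genes had been seen; the tests of the balance without scaling use fits added after the data were seen, and the test of brightness within slide columns was also added then. The other tests were written before their results.

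The genotypes differ by more than a regrouping of the arrays gives. Of the 35 splits of the 8 arrays into 4 and 4, 1, the genotypes themselves, gave 944 or more genes at fold change above 2 and p below 0.05, where the largest other split gave 427. At adjusted p below 0.05, 1 split gave as many as 469 genes, and the largest other split gave 0 with limma. This argues against chance only as far as 35 splits can, since 1 of 35 is the smallest share possible. The other splits mix the genotypes, so a true difference widens the spread within their groups and lowers their counts. Slide row, which follows the genotypes, is not excluded. Groups did not overlap in 17.8% of the tested genes, where chance gives 2.86%.

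A large excess of lower over higher genes was seen here without scaling between arrays (87.9% lower) and not with the main scaling (44.0%). The hCNR1-/- arrays had a mean log2 75th percentile lower by 0.56 than the hCNR1+/+ arrays (exact two-sided permutation test of all 8 arrays, p = 0.371). In each of the 4 slide columns the hCNR1-/- array was the dimmer one, by 0.10, 0.81, 0.23 and 1.08, and column 4 was the dimmest in both rows (exact two-sided permutation test within columns, p = 0.125, the smallest that 4 columns allow), so a difference in brightness between the rows is not excluded. After quantile normalization 49.2% of the called genes were lower, but that scaling sets the median change over all genes near 0, so the brightness of the arrays and a shift of most genes cannot be told apart by it. The excess also moved with single arrays. Without hCNR1-/- replicate 4 it was 57.6% (429 lower and 316 higher genes), and the count of lower genes ran from 350, without hCNR1+/+ replicate 2 (76.6% lower), to 1139, without hCNR1-/- replicate 1 (95.6% lower). Noise in dim probes is argued against, since without scaling 90.1% were lower among probes well above background on all 8 arrays. Fewer non-parenchymal cells stay open. Without scaling, the medians were −1.30 for Kupffer cell, −0.74 for endothelial, −0.60 for cholangiocyte, −0.60 for neutrophil and −0.46 for stellate cell markers, against −0.23 for hepatocyte and −0.024 for lymphocyte markers. Leaving out the scaling shifts all genes alike, and the median over all tested genes was then −0.47. With the main scaling, the cholangiocyte, neutrophil and stellate cell medians were −0.04, −0.05 and 0.10, so their unscaled values do not show a loss of those cells. The Kupffer cell median fell by 0.57 more than the endothelial one. This does not decide whether non-parenchymal cells were fewer, since cell types need not be lost in equal shares. Brighter hybridisation of one row of arrays cannot be told apart from the genotype, because the E1A control spots were mostly at background: 9 to 36 of the 350 on each array, 232 over all 8 arrays, were well above it. The method behind the paper's counts was not tested.

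The remaining lists passed no threshold with camera. Their median log2 fold changes were 0.33 for hepatocyte (21 genes), −0.18 for endothelial (13), 0.53 for lymphocyte (4), 0.10 for stellate cell (4), −0.05 for neutrophil (2), −0.04 for cholangiocyte (4) and −0.33 for immediate-early markers (15). The hepatocyte mean was 0.08, and the stellate cell mean was −0.04, opposite in sign to its median. Of the chromosome Y genes, *Eif2s3y* was well above background on all 8 arrays, *Ddx3y* on 2 of each genotype, and *Kdm5d* and *Uty* on 0; *Xist* of the female list was on 0 arrays.

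Calls at adjusted p below 0.05 lay beside each other. The 469 called genes were placed in the order of the 11070 tested genes with a position, and up to 7 of 15 neighbours were called, which shuffled calls reached with p = 0.003 (permutation test, 1000 shuffles, median 5). In the run with 7 calls, 6 were higher in hCNR1-/-, among them *Zfp931*, well above background on 0 of 4 hCNR1+/+ and 4 of 4 hCNR1-/- arrays. Another run had 6 calls, all higher in hCNR1-/-, and chance placement is not excluded for it, since 6 of 15 or more came up in 67 of the 1000 shuffles (permutation test, p = 0.0679). Among its calls *Zfp995* (3.35) and *Zfp947* (3.17) were well above background on 2 and 3 of the hCNR1+/+ arrays, and *Zfp960* and *Zfp946* on 0 of 4 hCNR1+/+ and 4 of 4 hCNR1-/- arrays. The length of a run, the 2 runs and the genes named were chosen after their values were seen. A segment carried along with the targeted *Cnr1* allele is argued against, since 2 of the 50 tested genes nearest to *Cnr1* were called, against 4.24% of all (Fisher's exact test, p = 1). In both runs the called genes were named Zfp or Gm14, and of the neighbours with other names 0 of 13 and 0 of 10 were called, so probes reading near-identical zinc finger transcripts cannot be told apart from changes of each gene. Over all 201 tested Zfp genes the median was 0.07, with 19 called, 16 of them higher. A difference in genetic background between the mice of the 2 groups, a strain variant under the probes and an effect of the genotype stay open and were not tested.

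Genes that the paper measured in other experiments were read in these arrays. *Cnr2* was 3.30 ± 0.16 (SD, n = 4) in hCNR1+/+ and 2.92 ± 0.19 (SD, n = 4) in hCNR1-/- hepatocytes, a log2 fold change of −0.38 (adjusted p = 0.289 from limma), and *Tnfrsf1a* changed by −0.08 (adjusted p = 0.831 from limma). *Tnfrsf1b* changed by −1.29 (adjusted p = 0.159 over all genes and 0.0395 over the list alone, both from limma), with 4 of 4 hCNR1+/+ and 3 of 4 hCNR1-/- arrays well above background. Its size rested in part on 1 array, hCNR1-/- replicate 4, at −1.78 against −0.24 to 0.51 in the other 3, and without that array the log2 fold change was −0.79. It was not past p below 0.05 with median scaling, with the ordinary linear model, without hCNR1+/+ replicate 4 or in 4 of the 16 fits of 3 against 3 arrays. The list behind its smaller adjusted p holds *Il1r1* and *Ndufa4l2*, which the paper named from these same arrays, so that value is not independent support.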
